# A negative feedback loop between TET2 and leptin in adipocyte regulates body weight

**DOI:** 10.1038/s41467-024-46783-x

**Published:** 2024-04-01

**Authors:** Qin Zeng, Jianfeng Song, Xiaoxiao Sun, Dandan Wang, Xiyan Liao, Yujin Ding, Wanyu Hu, Yayi Jiao, Wuqian Mai, Wufuer Aini, Fanqi Wang, Hui Zhou, Limin Xie, Ying Mei, Yuan Tang, Zhiguo Xie, Haijing Wu, Wei Liu, Tuo Deng

**Keywords:** Obesity, Mechanisms of disease, DNA methylation

## Abstract

Ten-eleven translocation (TET) 2 is an enzyme that catalyzes DNA demethylation to regulate gene expression by oxidizing 5-methylcytosine to 5-hydroxymethylcytosine, functioning as an essential epigenetic regulator in various biological processes. However, the regulation and function of TET2 in adipocytes during obesity are poorly understood. In this study, we demonstrate that leptin, a key adipokine in mammalian energy homeostasis regulation, suppresses adipocyte TET2 levels via JAK2-STAT3 signaling. Adipocyte *Tet2* deficiency protects against high-fat diet-induced weight gain by reducing leptin levels and further improving leptin sensitivity in obese male mice. By interacting with C/EBPα, adipocyte TET2 increases the hydroxymethylcytosine levels of the *leptin* gene promoter, thereby promoting *leptin* gene expression. A decrease in adipose TET2 is associated with obesity-related hyperleptinemia in humans. Inhibition of TET2 suppresses the production of leptin in mature human adipocytes. Our findings support the existence of a negative feedback loop between TET2 and leptin in adipocytes and reveal a compensatory mechanism for the body to counteract the metabolic dysfunction caused by obesity.

## Abstract (web summary)

The epigenetic regulation in adipocytes during obesity remains poorly understood. Here, the authors demonstrate a negative feedback loop between TET2, a DNA demethylation enzyme, and leptin, an adipokine, in adipocytes, unveiling a compensatory mechanism by which the body counteracts the metabolic dysfunction induced by obesity.

## Introduction

The global prevalence of obesity continues to rise^1^. This trend is alarming due to the various complications of obesity, such as type 2 diabetes mellitus, cardiovascular diseases, and various malignancies, which are accompanied by a shorter life expectancy and immense economic burdens^2^. Although weight gain can be managed through lifestyle changes, surgical interventions, and a few medications, there is an unmet need to promote and sustain significant weight loss in overweight and obese individuals^3^. Consequently, a better comprehension of the mechanisms underlying weight gain could aid in the development of therapeutic options for obesity and its associated complications.

Epigenetics is one of the key mechanisms correlating environmental factors to obesity^4^. DNA methylation is the most extensively studied epigenetic modification. The level of DNA methylation is regulated by DNA methylation and active DNA demethylation. DNA methyltransferases (DNMTs) catalyze DNA methylation by transferring a methyl to a 5’ cytosine in the context of CpG to produce 5-methylcytosine (5-mC)^5^. In contrast, active DNA demethylation involves the conversion of 5-mC to 5-hydroxymethylcytosine (5-hmC) by ten-eleven translocation (TET) enzymes^6,7^. DNA methylation and active DNA demethylation are both implicated in various biological and pathological processes. Epigenetic association studies in obese patients have shown that DNA-methylated CpG sites in leukocytes are associated with body mass index (BMI) and waist circumference^4,8–11^. DNA methylation and gene expression of 2,825 genes in adipose tissue were also associated with BMI^12^. In addition, weight loss alters the DNA methylation of multiple genes in adipose tissue^13,14^. These studies demonstrate a significant association between adipose tissue DNA methylation levels and obesity. However, it remains uncertain whether the alteration of DNA methylation in adipose tissue contributes to obesity.

Recent research suggests that TETs play a governing function in energy homeostasis. By increasing β3-AR expression, loss of adipose TET proteins may protect against high-fat diet (HFD)-induced obesity^15^, highlighting a pivotal regulatory role of the TET family in obesity. TET family has three members, including TET1, TET2 and TET3^16^. They all expressed in 3T3-L1 preadipocytes and involved in regulation of adipogenesis^17–20^. Intriguingly, TET2 lacks the zinc finger structure-CXXC domain, making it structurally distinct from TET1 and TET3^16^. Thus, TET2 frequently binds to gene promoters indirectly by interacting with transcription factors that regulate gene expression^21–23^. Targeting key enzymes of epigenetic regulation typically impacts the expression of a large number of genes and is accompanied by severe side effects. However, disrupting the binding of TET2 to transcription factor is safer and more specific, making TET2 a desirable therapeutic target.

Emerging evidence indicates that TET2 has a metabolic role in adipocytes. It enhances the expression of peroxisome proliferator-activated receptor γ (PPARγ) by demethylating its promoter DNA, thereby promoting adipogenesis^19^. Moreover, TET2 augments the insulin-sensitizing effect of rosiglitazone by interacting physically with PPARγ to maintain its binding to target loci^24^. It upregulates lipolysis by inducing DNA demethylation of the *Adrb3* gene promoter to increase its transcription^18^. These studies have relied on in vitro approaches, and a distinct mechanism correlating TET2-mediated epigenetic changes in adipocytes to obesity has not been established. The regulation and function of TET2 and its target genes in adipocytes remain to be investigated.

Leptin is an adipokine that signals to reduce food intake and increase energy expenditure^25^. Although leptin administration reverses obesity in congenital leptin-deficient animals and humans^26–28^, it does not affect diet-induced obesity^29–31^. This phenomenon is caused by the decreased hypothalamus responsiveness to leptin in obese patients, namely “obesity-induced leptin resistance”^32,33^. Leptin resistance is a cause and a consequence of obesity^34–36^. The underlying mechanisms of leptin resistance are unknown but may involve a decrease in leptin transport across the blood-brain barrier, an upregulation of negative regulatory factors in the leptin signaling pathway, hypothalamic inflammation, endoplasmic reticulum stress, and an increase in the decomposition of leptin receptors by matrix metalloproteinase-2^37,38^. Recent research has identified hyperleptinemia as a propelling force for leptin resistance^39^, which contributes to HFD-induced obesity. The partial reduction of circulating leptin levels through genetic and antibody-blocking approaches improves leptin resistance, thereby decreasing food intake and increasing energy expenditure in obese mice^40,41^, providing insights into the treatment of obesity.

In this study, we demonstrate that obesity leads to a decrease in 5-hmC and TET2 levels in adipocytes, which was primarily attributed to hyperleptinemia. *Tet2* loss in adipocytes decreased leptin production, thereby improving HFD-induced leptin resistance and weight gain. TET2 directly interacted with C/EBPα to increase hydroxymethylcytosine levels and *leptin* mRNA expression by targeting the *leptin* gene promoter. Our study proposes a concept of a negative regulatory loop between TET2 and leptin in adipocytes and elucidates its function in regulating body weight.

## Results

### Obesity decreases DNA hydroxymethylation and TET2 levels in adipocytes

A genomic DNA dot blot assay of 5-hmC and 5-mC was performed to determine DNA hydroxymethylation and methylation levels in both subcutaneous adipose tissue (inguinal white adipose tissue, iWAT) and visceral adipose tissue (epididymal white adipose tissue, eWAT) from the normal diet (ND)-fed lean mice and HFD-fed obese mice. Both iWAT and eWAT from obese mice showed a significant reduction in 5-hmC levels compared with lean controls (Fig. S1a), while 5-mC levels remained unchanged (Fig. S1b). Given that the TET family of dioxygenases catalyzes the conversion of 5-mC to 5-hmC^16^, we examined the gene expression levels of all three members of the TET family, including *Tet1*, *Tet2*, and *Tet3*, in adipose tissues by qRT-PCR. The mRNA levels of *Tet1* and *Tet2* were markedly decreased in both iWAT and eWAT of HFD-fed mice when compared with ND-fed mice, while the mRNA levels of *Tet3* remained unchanged (Fig. S1c). Published bulk RNA-seq data (GSE132706) revealed that the mRNA levels of *Tet2* were much higher than that of *Tet1* in adipose tissue (Fig. S1d). Moreover, western blots assay and immunohistochemical staining demonstrated that the protein levels of TET2 in iWAT and eWAT were reduced in obese mice (Fig. S1e and f). These results indicate that TET2 is the key DNA methylation eraser downregulated in WAT with obesity.

Adipocytes are the primary functional cells in adipose tissue that comprise the largest component of the tissue volume in both iWAT and eWAT. We isolated adipocytes from iWAT and eWAT and found that the levels of 5-hmC were significantly lower and the levels of 5-mC were unaltered in adipocytes from obese mice compared with lean controls (Fig. 1a, b). TET2 mRNA and protein levels were consistently and substantially decreased in adipocytes during obesity (Fig. 1c, d). Notably, the levels of *Tet2* in adipocytes from iWAT began to diminish after 4 weeks of HFD feeding, whereas it decreased after 12 weeks of HFD feeding in adipocytes from eWAT (Fig. 1e). However, there is no difference in TET2 levels between lean and obese mice in stromal vascular fraction (SVF) (Fig. S1g and h). Therefore, 5-hmC and TET2 levels in obese adipose tissue are predominantly downregulated in adipocytes but not in SVF.

**Fig. 1:**
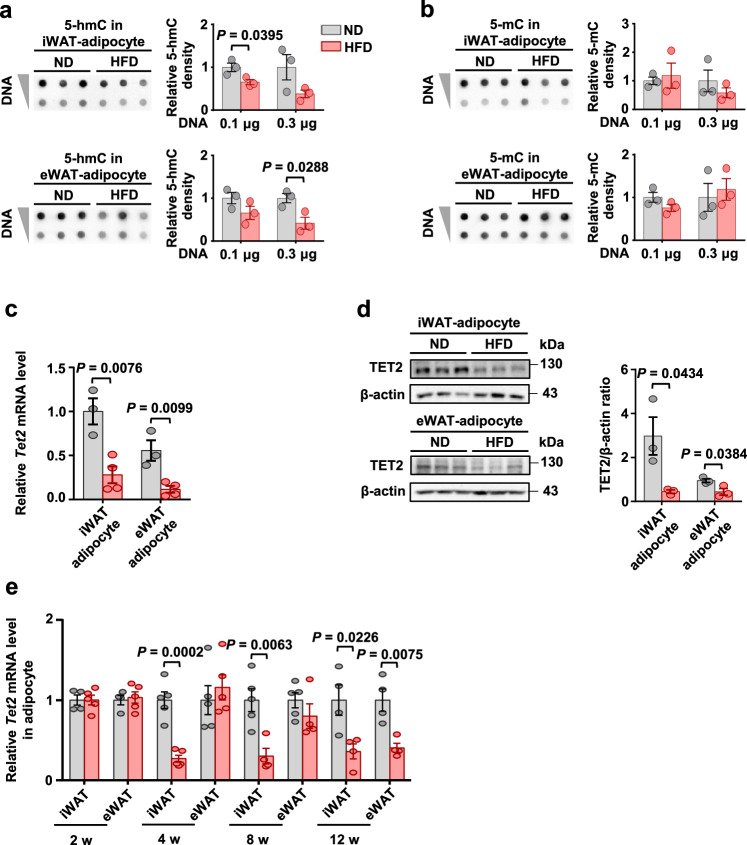
Obesity decreases DNA hydroxymethylation and TET2 levels in adipocytes. **a**-**b** Genomic 5-hmC (**a**) and 5-mC (**b**) levels in adipocytes of iWAT and eWAT from the C57BL/6J male mice fed either ND or HFD for 12 weeks (*n* = 3 mice/group). **c** *Tet2* mRNA levels relative to *36b4* in adipocytes of iWAT and eWAT from the mice shown in a (*n* = 3 ND, 1 ND sample was obtained by pooling samples from two mice; *n* = 4 HFD). **d** Representative immunoblot images of TET2 in adipocytes of iWAT and eWAT from the mice shown in a and densitometry analysis. *β*-actin was used as a loading control (*n* = 3 mice/group). **e** *Tet2* mRNA levels relative to *36b4* in adipocytes of iWAT and eWAT from the C57BL/6J male mice fed either ND or HFD for 2, 4, 8, and 12 weeks (HFD 2 weeks: *n* = 4 ND and *n* = 5 HFD; HFD 4 weeks: *n* = 5 ND and *n* = 5 HFD; HFD 8 weeks: *n* = 5 ND and *n* = 4 HFD; HFD 12 weeks: *n* = 4 ND and *n* = 4 HFD; 1 ND sample was obtained by pooling samples from two mice). All data are presented as mean ± SEM. *P-*values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test. Source data are provided as a Source Data File.

### Leptin inhibits adipocyte Tet2 expression via JAK2-STAT3 signaling pathway in adipocytes

To investigate the transcriptional regulation of the adipocyte *Tet2* gene, primary differentiated adipocytes were treated with various factors known to increase in WAT with obesity. Among these factors, only leptin inhibited *Tet2* expression (Fig. 2a). A similar result was found in primary mature adipocytes (Fig. S2a). The inhibitory effect of leptin on *Tet2* mRNA expression appeared to be time-dependent (Fig. 2b) and dose-dependent (Fig. 2c) manners. The concentration of leptin in the conditioned medium (CM) collected from iWAT and eWAT of HFD-fed mice was ~300 ng/mL (Fig. 2d), exceeding the concentration required for suppression of *Tet2* expression in vitro (Fig. 2c). HFD-CM suppressed *Tet2* expression in mature adipocytes, and this suppressive effect was blocked by a leptin-neutralizing antibody (Fig. 2e). Thus, leptin is a critical negative regulator of adipocyte TET2 in vitro. To determine the regulation of TET2 by leptin in vivo, we examined *Tet2* and *leptin* mRNA levels in adipocytes from both iWAT and eWAT of HFD-fed mice and lean control mice. Our findings showed a sustained reduction in *Tet2* expression levels accompanied by a significant increase in *leptin* expression levels in adipocytes of obese WATs (Fig. S2b and c). In addition, despite clear obesity (leptin-deficient (*ob/ob*) 50 g versus control 25 g), adipocytes from *ob/ob* mice exhibited higher gene and protein levels of TET2 than wild-type (WT) mice (Fig. 2f, g). Overall, obesity-induced downregulation of adipocyte TET2 is primarily attributed to hyperleptinemia.

**Fig. 2:**
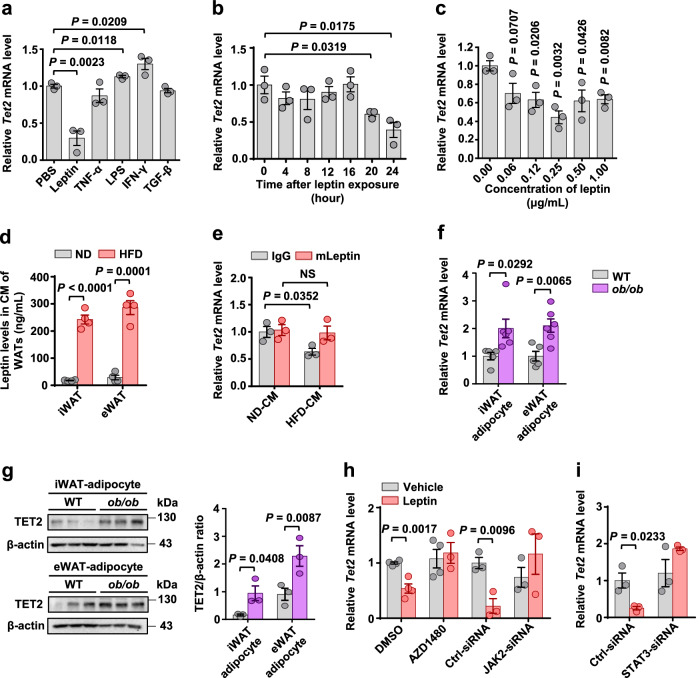
Leptin inhibits adipocyte Tet2 expression via JAK2-STAT3 signaling pathway in adipocytes. **a** *Tet2* mRNA levels relative to *36b4* in differentiated mature adipocytes that were treated with PBS, leptin (1 μg/mL), TNF-α (5 ng/mL), LPS (500 ng/mL), IFN-γ (2 ng/mL), or TGF-β1 (10 ng/mL) for 24 h (*n* = 3). **b**-**c** *Tet2* expression in differentiated mature adipocytes treated with leptin at various time points (**b**) and concentrations (**c**). Time points and concentrations are indicated on the graphs (*n* = 3). **d** Leptin levels in conditioned medium (CM) from iWAT and eWAT of ND-fed and HFD-fed mice (*n* = 4).**e** *Tet2* expression in mature adipocytes treated with control antibody (IgG) or leptin neutralizing antibody (mLeptin) for 1 h, followed by treating with CM from eWAT of ND-fed and HFD-fed mice for another 24 h (*n* = 3). **f** *Tet2* mRNA levels relative to *36b4* in adipocytes of iWAT and eWAT from WT and *ob/ob* mice (*n* = 5 WT, *n* = 6 *ob/ob*). **g** Representative immunoblot images of TET2 in adipocytes of iWAT and eWAT from the mice shown in **f** and densitometry analysis. *β*-actin was used as a loading control (*n* = 3 mice/group). **h** *Tet2* expression in differentiated 3T3-L1 adipocytes treated with DMSO (*n* = 4) or AZD1480 (JAK2 inhibitor, *n* = 3), Ctrl-siRNA (*n* = 3) or JAK2-siRNA (*n* = 3) for 24 h, followed by treating with leptin for another 24 h. **i** *Tet2* expression in differentiated 3T3-L1 adipocytes treated with Ctrl-siRNA or STAT3-siRNA for 24 h, followed by treating with leptin for another 24 h (*n* = 3). All data are presented as mean ± SEM. *n* indicates the number of biologically independent samples examined. *P*-values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test. Source data are provided as a Source Data File.

It has been reported that the JAK2-STAT3 signaling pathway mediates multiple functions of leptin in adipocytes^42^. To investigate the specific role of the JAK2-STAT3 signaling pathway in the downregulation of the *Tet2* gene by leptin, we examined the effects of leptin on *Tet2* gene expression in adipocytes treated with JAK2 inhibitor AZD1480, JAK2-siRNA, or STAT3-siRNA. We found that leptin-induced downregulation of *Tet2* was completely blocked by the JAK2 inhibitor AZD1480 (Fig. 2h). In addition, transfection of a JAK2-siRNA, but not a control-siRNA, reduced *Jak2* transcript levels (Fig. S2d) and rescued the inhibitory effects of leptin on *Tet2* gene expression (Fig. 2h). Moreover, the knockdown of *Stat3* by siRNA (Fig. S2e) also reversed the inhibitory effects of leptin on *Tet2* gene expression (Fig. 2i). These results indicate that leptin inhibits *Tet2* gene expression in adipocytes through the JAK2-STAT3 signaling pathway.

### Tet2 deficiency attenuates HFD-induced obesity and insulin resistance

To determine the role of TET2 in metabolic responses to caloric excess, *Tet2* deficient (*Tet2*^*−/−*^) and *Tet2*^*+/+*^ mice were fed with a chow diet or HFD for 12 weeks and analyzed for metabolic phenotypes. No differences in body weight, adipocyte size, insulin sensitivity, and glucose tolerance were observed between ND-fed *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice (Fig. S3a–e), indicating that TET2 did not affect systemic metabolism in lean mice. At 12 weeks after HFD feeding, *Tet2*^*−/−*^ mice have ~20% lower body weight than *Tet2*^*+/+*^ mice (Figs. 3a and S4a). A body composition analysis showed that the weight differences between *Tet2*^*−/−*^ and *Tet2*^*+/+*^ mice were due to a decrease in fat mass (Fig. 3b). Notably, adipose tissue and liver weights were decreased in *Tet2*^*−/−*^ mice (Figs. 3c and S4b). In addition, the adipocyte size was smaller (Fig. S4d), and lipid accumulation in brown adipose tissue (BAT) and liver was markedly reduced (Figs. S4c and e) in *Tet2*^*−/−*^ mice compared with control littermates. Consistent with reduced adiposity, *Tet2*^*−/−*^ mice fed with HFD had greater insulin sensitivity (Fig. 3d, e), lower fasting plasma glucose (FPG) (Fig. 3f), and greater glucose tolerance (Fig. 3g). To elucidate the possible mechanism of the reduced body weight in HFD-fed *Tet2*^*−/−*^ mice, we investigated the energy expenditure and food intake in *Tet2*^*−/−*^ and *Tet2*^*+/+*^ mice at 5 weeks of HFD before a significant difference in body weight was observed. HFD-fed *Tet2*^*−/−*^ mice had higher oxygen consumption (Fig. 3h, i) and energy expenditure (Fig. 3j), and less food intake (Fig. 3k) than *Tet2*^*+/+*^ mice. No difference was observed in physical activity between these two groups of mice (Fig. S4f). Consistent with the alterations in energy expenditure, *Tet2*^*−/−*^ mice fed HFD exhibited higher mRNA levels of thermogenic genes in BAT (e.g., *Ucp1* and *Cidea*), iWAT (e.g., *Prdm16, Ppargc1a* and *Cidea*) and eWAT (e.g., *Ucp1, Prdm16 *and *Ppargc1a*) compared with *Tet2*^*+/+*^ mice (Fig. 3l–n). These results suggest that deficiency of *Tet2* leads to an increase in BAT activity and WAT browning during obesity, ultimately resulting in elevated energy consumption and reduced weight gain. Additionally, we obtained adipose-derived stem cells (ASCs) from *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice to perform in vitro and in vivo adipogenesis experiments, confirming that *Tet2* deficiency effectively reduced adipogenesis (Fig. S4g–j). To exclude the possibility that TET1 and TET3 compensate for some dioxygenase activities under conditions of *Tet2* loss in adipose tissue, we examined the mRNA levels of *Tet1* and *Tet3* in iWAT and eWAT from lean *Tet2*^*−/−*^ and *Tet2*^*+/+*^ mice and found that their expression levels did not differ between the two groups (Fig. S4k). Collectively, these results indicate that *Tet2* deficiency ameliorates HFD-induced obesity and insulin resistance by promoting energy consumption and inhibiting food intake.

**Fig. 3:**
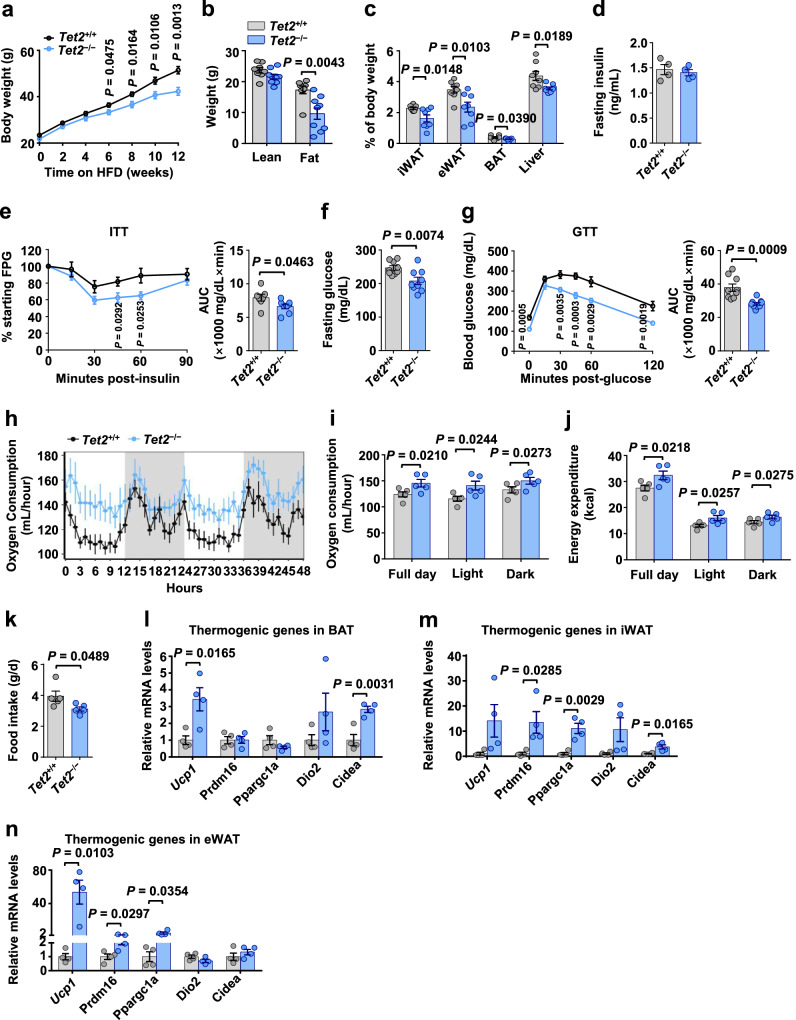
Tet2 deficiency attenuates HFD-induced obesity and insulin resistance. **a** and **b** Body weight progression (**a**) and body fat (**b**) in *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice fed HFD for 12 weeks, starting at 6 weeks of age (*n* = 8 *Tet2*^*+/+*^; *n* = 9 *Tet2*^*−/−*^). **c** Relative tissue weights of iWAT, eWAT, BAT, and liver mass after 12 weeks of HFD feeding (*n* = 8 *Tet2*^*+/+*^; *n* = 8 *Tet2*^*−/−*^). (**d**) Fasting insulin levels after 12 weeks of HFD feeding (*n* = 4 mice/group). **e** ITT and its respective area under the curve (AUC) after 12 weeks of HFD feeding (*n* = 7 *Tet2*^*+/+*^; *n* = 8 *Tet2*^*−/−*^). **f** Fasting glucose levels after 12 weeks of HFD feeding (*n* = 9 mice/group). **g** GTT and its respective AUC after 12 weeks of HFD feeding (*n* = 9 mice/group). **h**–**k** Changes in oxygen consumption (**h**) at different time points, oxygen consumption (**i**) and energy expenditure (**j**) during light, dark hours, and full day, and daily food intake (**k**) after 5 weeks of HFD feeding (*n* = 5 mice/group). **l**–**n** mRNA levels of thermogenic genes relative to *β-actin* in BAT (**l**), iWAT (**m**) and eWAT (**n**) after 5 weeks of HFD feeding (*n* = 4 mice/group). All data are presented as mean ± SEM. *P*-values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test in (**a**–**g**) and (**k**–**n**), one-way ANCOVA test in (**i**) and (**j**). Source data are provided as a Source Data File.

### Adipocyte-specific Tet2 deficiency protects against HFD-induced obesity and insulin resistance

To define the role of TET2 in adipocytes in regulating obesity and insulin resistance, we generated adipocyte-specific *Tet2* knockout mice (AKO) by crossing *Tet2*^*fl/fl*^ mice to *Adipoq*-Cre transgenic mice (Fig. S5a). AKO mice were viable and born at the expected Mendelian ratio, and there were no discernible morphological differences between the two genotypes. As expected, *Tet2* expression was decreased in all the examined fat depots of ND-fed AKO mice compared with the AWT (*Tet2*^*fl/fl*^) group, whereas no changes were shown in non-adipose tissues (Fig. S5b). *Tet2* expression was similarly reduced in adipocytes but not SVF (Fig. S5c). These results indicated that the construction of the AKO mouse model was successful. AWT and AKO littermate mice were subjected to ND or HFD for 12 weeks and analyzed for differences in metabolic phenotypes. Under ND feeding conditions, AKO mice exhibited comparable body weight, adipocyte size, insulin sensitivity, and glucose tolerance with AWT controls (Figs. S5d–h). However, after 12 weeks of HFD feeding, AKO mice gained less body weight and adipose mass than AWT mice (Figs. 4a, b, and S6a). In addition, reduced eWAT weight and adipocyte size (Fig. 4c and S6b–d) and decreased hepatic lipid accumulation (Fig. S6e) were accompanied by improved insulin sensitivity and glucose tolerance (Fig. 4d–g) in AKO mice on HFD. Calorimetry analysis by CLAMS revealed that AKO mice exhibited higher total oxygen consumption (Fig. 4h, i), energy expenditure (Fig. 4j), and less food intake (Fig. 4k) than AWT mice at 5 weeks of HFD. Consistently, HFD-fed AKO mice displayed higher mRNA levels of thermogenic genes, such as *Prdm16, Ppargc1a* and *Cidea* in BAT and *Ucp1, Ppargc1a* and *Dio2* in eWAT, when compared with WT controls (Fig. 4l–n). Additionally, treatment of ASCs from AKO mice with adipocyte differentiation induction cocktail resulted in no difference in adipogenic capacity compared with ASCs from AWT mice (Figs. S6f and g), helping to exclude the impact of adipogenesis on the reduction of adiposity observed in AKO mice during obesity. Overall, these results show that conditional *Tet2* deletion in adipocytes protects against HFD-induced obesity and insulin resistance, mainly ascribed to an increase in energy consumption and a reduction in food intake.

**Fig. 4:**
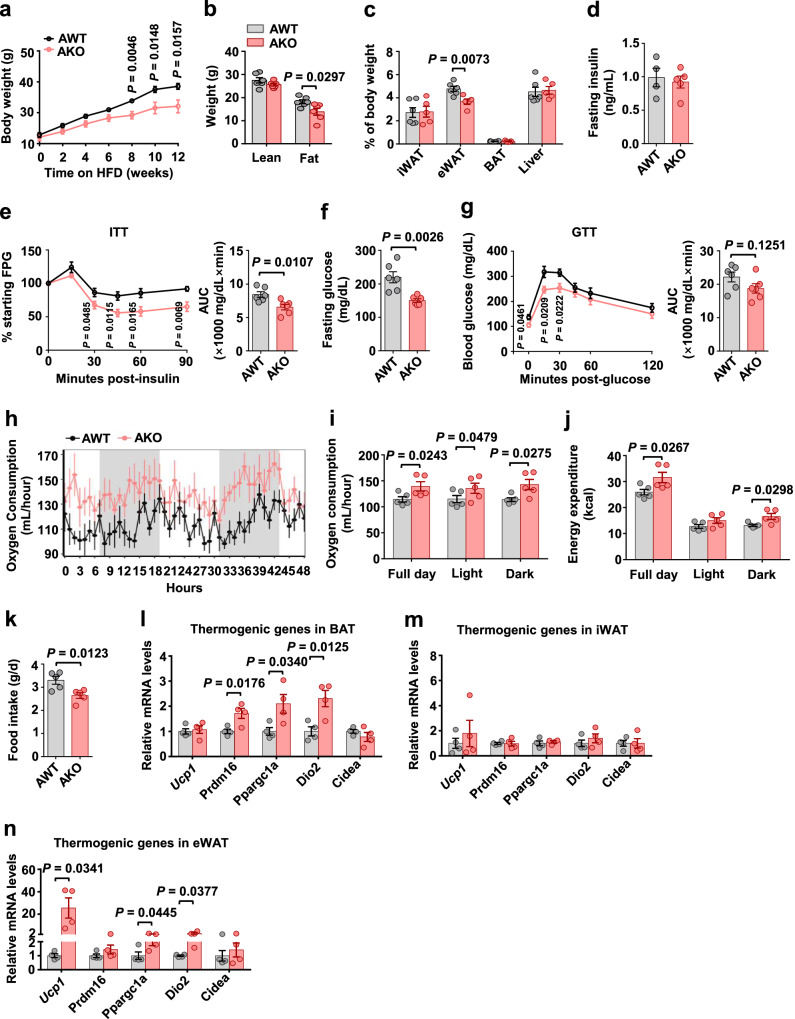
Adipocyte-specific Tet2 deficiency protects against HFD-induced obesity and insulin resistance. **a**, **b** Body weight progression (**a**) and body fat (**b**) in AWT and AKO mice fed HFD for 12 weeks, starting at 6 weeks of age (*n* = 6 mice/group). **c** Relative tissue weights of iWAT, eWAT, BAT, and liver mass after 12 weeks of HFD feeding (*n* = 6 AWT; *n* = 5 AKO). **d** Fasting insulin levels after 12 weeks of HFD feeding (*n* = 4 AWT; *n* = 5 AKO). **e** ITT and its respective AUC after 12 weeks of HFD feeding (*n* = 6 mice/group). **f** Fasting glucose levels after 12 weeks of HFD feeding (*n* = 6 mice/group). **g** GTT and its respective AUC after 12 weeks of HFD feeding (*n* = 6 mice/group). **h**–**k** Changes in oxygen consumption (**h**) at different time points, oxygen consumption (**i**) and energy expenditure (**j**) during light, dark hours, and full day, and daily food intake (**k**) after 5 weeks of HFD feeding (*n* = 5 mice/group). **l**–**n** mRNA levels of thermogenic genes relative to *β-actin* in BAT (**l**), iWAT (**m**) and eWAT (**n**) after 5 weeks of HFD feeding (*n* = 4 mice/group). All data are presented as mean ± SEM. *P-*values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test in (**a**–**g**) and (**k**–**n**), one-way ANCOVA test in (**i**) and (**j**). Source data are provided as a Source Data File.

### Tet2 deficiency improves HFD-induced obesity and insulin resistance by partially reducing leptin levels

As leptin is a classic adipokine known to reduce food intake and increase energy expenditure, we hypothesized that *Tet2* deficiency in adipocytes may increase plasma leptin levels. Surprisingly, under both ND- and HFD-feeding conditions, plasma leptin levels in AKO mice were significantly lower than in control mice (Fig. 5a). Reduction of leptin levels in obese rodents has been shown to effectively increase leptin sensitivity and cause weight loss^40,43^, implying that reducing plasma leptin levels may increase leptin sensitivity in obese AKO mice. Indeed, HFD-fed AKO mice exhibited a greater reduction of food intake at 24 h and 30 h after acute injection of leptin (Fig. 5b). Additionally, AKO mice had higher p-STAT3 levels in the arcuate nucleus of the hypothalamus than their WT counterparts under both saline and leptin injection conditions (Fig. 5c), indicating that *Tet2*-deficient mice are more sensitive to leptin.

**Fig. 5:**
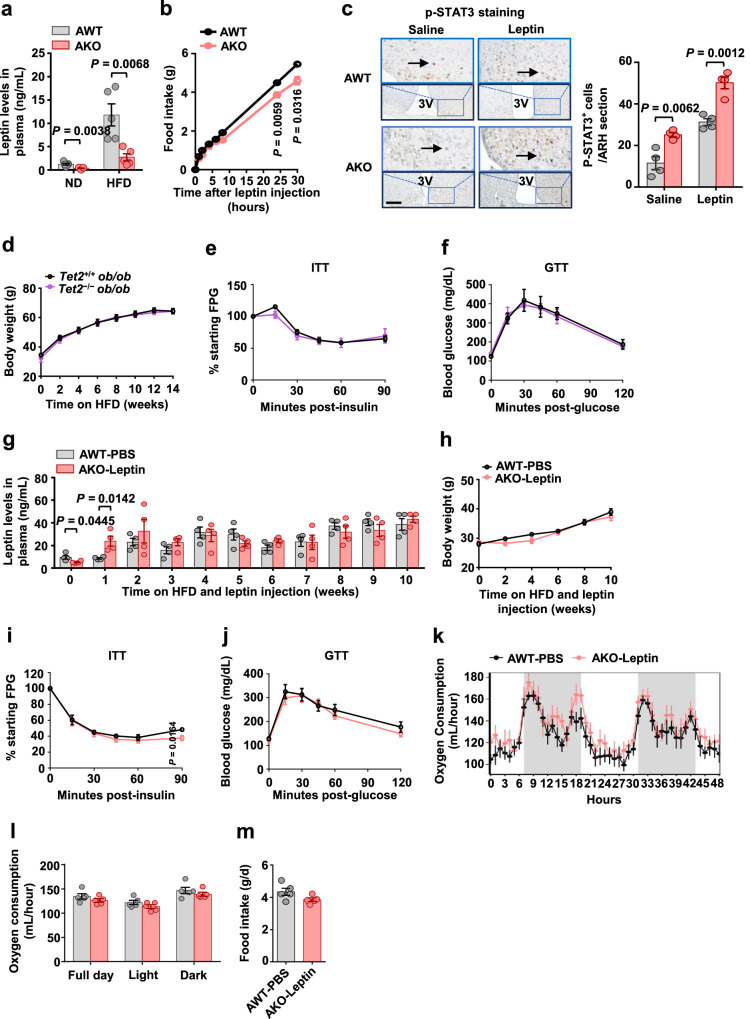
Tet2 deficiency improves HFD-induced obesity and insulin resistance by partially reducing leptin levels. **a** Leptin levels in plasma of AWT and AKO mice after 11 weeks of ND feeding or 5 weeks of HFD feeding (*n* = 5 mice/group). **b** Effects of acute leptin injections on food intake in AWT and AKO mice after overnight fasting (*n* = 6 mice/group). **c** DAB staining of p-STAT3 (3 V: Third ventricle; the arrows represent p-STAT3 positive expression, scale bars, 100 μm) after saline and leptin injection in AWT and AKO mice (*n* = 4 mice/group). **d** Body weight progression in *Tet2*^*+/+*^ *ob/ob* and *Tet2*^*−/−*^ *ob/ob* mice fed HFD for 14 weeks, starting at 5 weeks of age (*n* = 5 mice/group). **e** ITT from the mice shown in (**d**) (*n* = 5 mice/group). **f** GTT from the mice shown in (**d**) (*n* = 5 mice/group). **g** Leptin levels in plasma of AWT-PBS and AKO-Leptin mice supplemented with PBS or leptin for 10 weeks, starting at 5 weeks of HFD (*n* = 4 mice/group). **h**–**j** Body weight progression (**h**), ITT (**i**) and GTT (**j**) in mice shown in (**g**) (*n* = 7 mice/group). **k**–**m** Changes in oxygen consumption (**k**) at different time points, oxygen consumption (**l**) during light, dark hours, and full day, and daily food intake (**m**) after 10 weeks of PBS or leptin supplementation (*n* = 5 mice/group). All data are presented as mean ± SEM. *P-*values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test in (**a**–**j**) and (**m**), one-way ANCOVA test in (**l**). Source data are provided as a Source Data File.

Next, we designed two experiments to clarify the role of leptin in the regulation of body weight by adipocyte TET2. In experiment 1, *Tet2* and *leptin* double knockout (*Tet2*^*−/−*^ *ob/ob***)** and control (*Tet2*^*+/+*^ *ob/ob*) mice were fed HFD for 14 weeks to examine the metabolic effects of *Tet2* deficiency in the context of *leptin* deficiency. There were no differences in body weight (Fig. 5d and S7a), tissue size (Fig. S7b), total oxygen consumption (Figs. S7c and d), energy expenditure (Fig. S7e), and food intake (Fig. S7f) between *Tet2*^*+/+*^ *ob/ob* and *Tet2*^*−/−*^ *ob/ob* mice after HFD challenge. Consistently, insulin sensitivity (Fig. 5e) and glucose tolerance (Fig. 5f) did not differ between the two groups. In experiment 2, AWT and AKO mice were fed HFD, and AKO mice were supplemented with leptin by long-term intraperitoneal injection to reach plasma leptin levels similar to PBS-injected AWT mice (Fig. 5g). Leptin supplementation effectively eliminated the differences in body weight (Fig. 5h), tissue weight (Figs. S8a and b), insulin sensitivity (Fig. 5i), and glucose tolerance (Fig. 5j) between the two groups. In addition, AKO mice supplemented with leptin displayed no significant difference in oxygen consumption (Fig. 5k, l) and food intake (Fig. 5m) compared with PBS-injected AWT mice. Furthermore, we examined adaptive thermogenesis in *Tet2*-deficient and double knockout (*Tet2*^*−/−*^ *ob/ob***)** mice. The cold-induced thermogenesis response in *Tet2* deficient mice was enhanced compared with that in the control groups after 5 weeks of HFD feeding (Figs. S7g–j). However, no such difference was observed between double knockout mice and control mice (Figs. S7k–n). Together, these results suggest that either *leptin* deficiency or leptin supplement normalized the metabolic changes induced by *Tet2* deficiency.

### TET2 upregulates leptin gene expression via interacting with C/EBPα in adipocytes

To gain insight into whether *leptin* gene expression is regulated by TET2 in adipocytes, we examined *leptin* mRNA levels in adipocytes from AKO and AWT mice. Under both lean and obese conditions, *leptin* mRNA levels in adipocytes were decreased in AKO mice when compared with AWT mice (Fig. 6a). Additionally, the knockdown of *Tet2* significantly downregulated *leptin* gene expression in differentiated primary adipocytes (Fig. 6b), confirming that TET2 controls *leptin* gene expression in adipocytes. To identify *leptin* as a target gene of TET2, chromatin immunoprecipitation sequencing (ChIP-seq) was performed on TET2-enriched chromatin harvested from differentiated primary adipocytes. 

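Stem cells from inguinal white fat were differentiated into adipocytes in culture, and DNA bound by TET2 was collected with an antibody against the protein and sequenced. The experiment has 1 TET2 library and 1 input library, which is chromatin sequenced without immunoprecipitation, so no value has a replicate error, and every interval given for these data covers counting error only. The authors called peaks, intervals where TET2 fragments exceed the background, with MACS2 and deposited the list of peaks with the −log10 p of each, which is the authors' value for that peak. The input library was not analysed here on its own. The peaks were 375 to 3392 bp long with a median of 426 bp, and covered 0.253% of the sequenced bases of the genome. Their −log10 p ran from 3.07 to 335.2 with a median of 6.21. The list gives no read totals, and the reporting summary states the yield of the paired-end sequencing as a volume of data, without the reads of each library. Supplementary Data 1 gives the fragment pileup, fold enrichment and q-value as well, and the first 1874 of its 14103 rows were used here. All 1874 match the deposited intervals and −log10 p. The pileup at the summit of these peaks was 4 to 169 fragments with a median of 8, so a typical peak rests on few fragments. Each −log10 p in these rows goes with a single pileup, fold enrichment and q-value, which gave those values for 94.3% of the deposited peaks. The methods name GRCm39 as the genome. Of the 1857 transcripts of these rows that the GENCODE M21 annotation of GRCm38 lists, 1688 have exactly its coordinates, and all positions are given on GRCm38. The deposited list has no summits, so a peak was placed by its midpoint, which lay within 100 bp of the summit in 80.0% of the held rows.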

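The midpoint of each TET2 peak was set against the nearest TSS of any gene in the annotation. Of all peaks, 7037 (49.9%) had their midpoint within 3 kb of a TSS and 3430 (24.3%) within 200 bp. The 200 bp bins directly upstream and downstream of the nearest TSS held 1238 and 2180 midpoints, together slightly fewer than the 3430 above. These bins gave 8545 midpoints per kb, against 238 per kb at a distance of 2 to 3 kb. Midpoints lay at or downstream of the TSS in 68.3% of the peaks within 3 kb and upstream in 31.7%, with a median offset of 103 bp downstream. These are positions of called peaks, and the read density of the libraries was not analysed here.

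**Figure D1:**
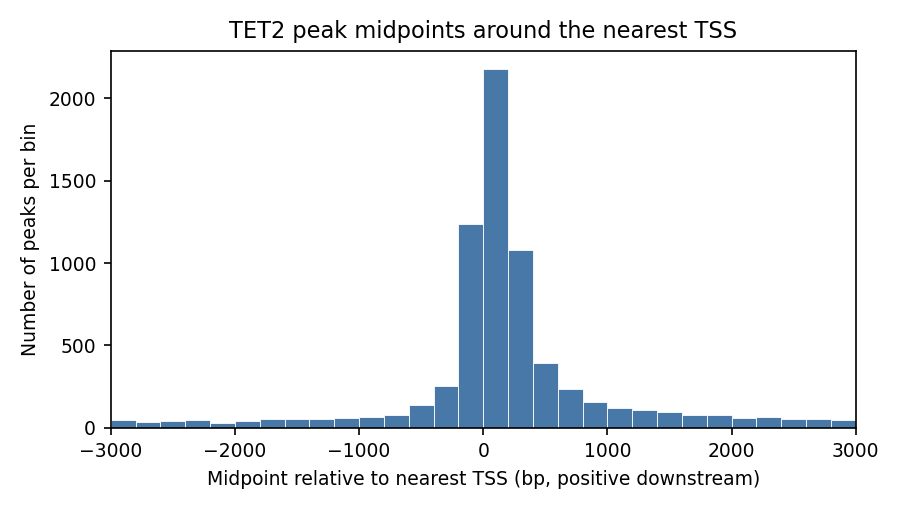
Number of TET2 peaks in bins of 200 bp by the position of the midpoint relative to the nearest TSS, in bp, with downstream positions positive. Bars are counts from 1 library, and the bins directly upstream and downstream of the TSS hold 1238 and 2180 midpoints.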

As shown in Fig. S9a, ChIP-seq signal in a 6 kb region flanking significant TET2 peak near the transcriptional start site (TSS). TET2 peaks (14103 peaks) were distributed across the genome, with the most enrichment on chromosomes 2 and 4 (Fig. S9b, Supplementary Data 1), and overrepresentation at promoter (Fig. S9c). 

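The deposited list holds 14103 peaks. Chromosome 2 had 1057 peaks and chromosome 4 had 1021, the highest and the next highest counts. Peaks placed at random in proportion to chromosome length gave 851 to 1028 peaks for chromosome 2 and 735 to 913 for chromosome 4 over 1000 random placements. These placements put a median of 884 peaks on X and 476 on Y, which held 261 and 9. The ranges for the autosomes are lowered by this, so a count above them need not be an excess among autosomes. Divided by chromosome length, chromosome 4 had 6.52 peaks per Mb (exact 95% Poisson interval 6.13 to 6.94) and ranked 3, and chromosome 2 had 5.80 (5.46 to 6.16) and ranked 10. Chromosome 11 had the highest density with 7.49 peaks per Mb (7.02 to 8.00), followed by chromosome 19 with 6.69 (6.06 to 7.37), whose interval overlaps those of chromosomes 4 and 11. The autosomes together had 5.61 peaks per Mb, which is inside the interval of chromosome 2 and below that of chromosome 4. Chromosome X had 1.53 (1.35 to 1.72). Chromosome Y had 9 peaks, or 0.098 per Mb (0.045 to 0.186), the lowest density of the nuclear chromosomes. Random placements, which use its whole assembled length, gave it 404 to 544 peaks. Read mappability was not tested, so this range does not tell how many peaks could be called there. The midpoint lay within 1 kb of a TSS for 5824 peaks, or 41.3% (exact 95% binomial interval 40.5% to 42.1%). Midpoints placed at random within the same chromosomes fell there in 6.20% on average and in at most 7.02% over 1000 placements, a ratio of 6.67. Of the 1874 rows of Supplementary Data 1 used here, the authors' classes put 33.1% within 1 kb of a TSS. The nearest TSS of any gene put 39.3% of them there, so the 41.3% is not the share by the authors' classes. Among the alternatives that keep the 1 kb window, the share moved most, to 49.5%, with peaks of at least 5-fold enrichment. From the distributions of peaks the paper states that they are spread over the genome, most enriched on chromosomes 2 and 4, and overrepresented at promoters. It does not state by which measure the chromosomes were compared.

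**Figure D2:**
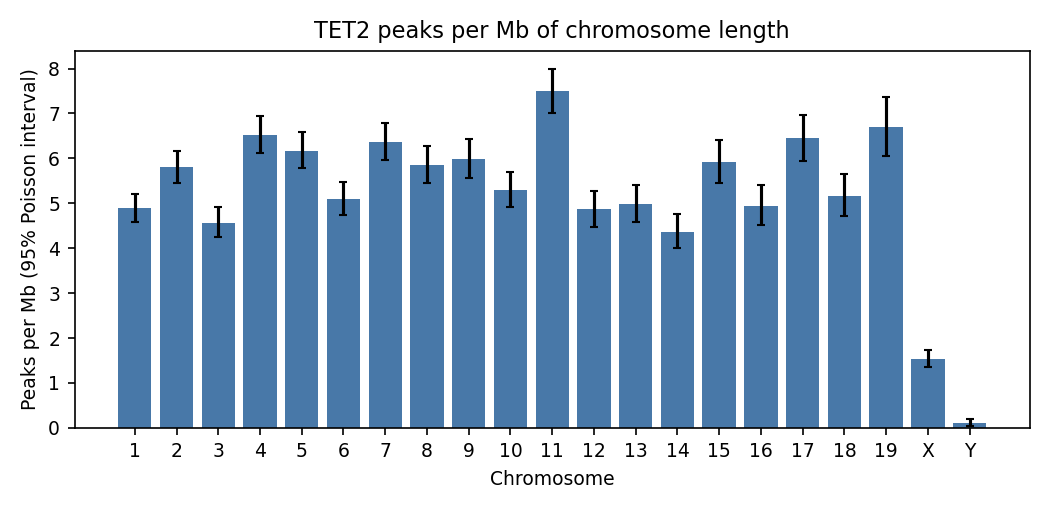
TET2 peaks per Mb for each nuclear chromosome. Bars are the peaks of 1 library divided by chromosome length in Mb, and error bars are exact 95% Poisson intervals. Chromosome 11 is highest at 7.49, chromosome X is at 1.53 and chromosome Y is lowest at 0.098.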

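A peak midpoint lay within 1 kb of a TSS for 6860 genes, of which 5391 were protein-coding, 24.6% of the 21951 protein-coding genes of the annotation. Any annotated TSS of a gene counts here, also one far inside the gene. Gene ontology terms were not tested here. As a description of which genes carry a promoter peak, gene families were compared with 10000 random lists of protein-coding genes of the same size. Of 185 genes of developmental families such as Hox, Sox, Fox and Wnt, 51 had a promoter peak, or 27.6% (exact 95% binomial interval 21.3% to 34.6%), higher than in 80.7% of the random lists. Of 242 genes of nervous system families such as Sema, Pcdh and Kcn, 71 had one, or 29.3% (23.7% to 35.5%), higher than in 95.3% of the lists. Ribosomal protein, Nduf and proteasome genes had one in 27.5% of 178 genes (21.1% to 34.7%). The share over all protein-coding genes lies inside each of these 3 intervals. Within 3 kb of a TSS it is 28.5%, below the intervals of the developmental families (36.8%, 29.8% to 44.1%) and the nervous system families (46.7%, 40.3% to 53.2%) and inside that of the third group (30.3%, 23.7% to 37.7%), without a correction for the number of TSSs per gene. Olfactory and vomeronasal receptor genes had a promoter peak in 10 of 1420 cases, or 0.704% (0.338% to 1.29%), below every random list. In a test added after these values had been seen, random lists were matched on the CpG ratio of the promoters. The developmental families were then higher than in 12.5% of the lists, whose mean was 31.1%, the nervous system families than in 86.1% (mean 26.2%) and the ribosomal protein, Nduf and proteasome genes than in 0.690% (mean 35.4%), against 79.8% of the unmatched lists, so matching turns the order round for the first and the third group. The receptor genes stayed below every list (mean 4.64%).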

Gene ontology analysis of biological processes revealed that TET2 antibody immunoprecipitates were enriched in genes associated with cellular process, cell communication and structure development (Fig. S9d). 

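A single TET2 peak lies at Lep (ENSMUSG00000059201), the gene of leptin, on chromosome 6 of GRCm38 from 29059811 to 29060493. Lep is on the plus strand from 29060220 to 29073877, and the peak of 683 bp starts at -410 relative to the RefSeq TSS at 29060221 and ends at 272. It spans exon 1 (29060220 to 29060248) and the start of the following intron. Its midpoint is 68 bp upstream of the annotated TSS, and the nearest other peaks are 578981 bp upstream and 118499 bp downstream. The −log10 p of the peak is 11.2, and 621 of the 14103 peaks (4.40%) have a larger value. Among the 5824 peaks within 1 kb of a TSS it ranks 324, and on chromosome 6 it ranks 38 of 763. The 2 rows of Supplementary Data 1 used here that have this −log10 p list a pileup of 14 fragments and a 6.70-fold enrichment. Ranked by pileup, 1.19% of the peaks with a recovered pileup are larger, and at most 6.85% of all peaks if every peak without one is larger. With 1 library there is no replicate of this peak. From the peak at this position the paper concludes that the leptin gene is a target of TET2.

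**Figure D3:**
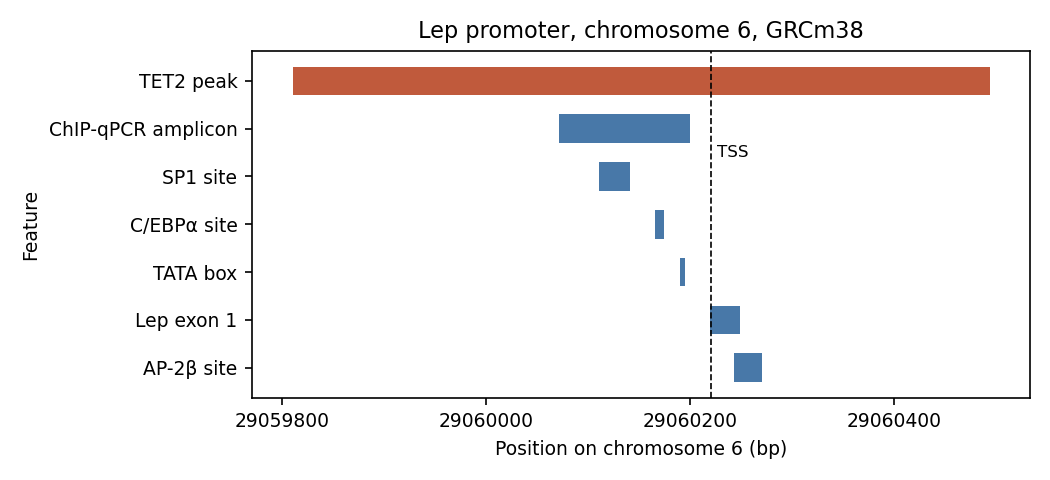
The promoter of Lep on chromosome 6 of GRCm38, in bp, with the TET2 peak from 29059811 to 29060493, exon 1, the annotated binding sites, the TATA box and the place where the ChIP-qPCR primers match. Bars span each feature, and the dashed line is the RefSeq TSS at 29060221.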

As anticipated, sequencing results revealed a prominent TET2 peak in the proximal promoter region of the *leptin* gene, verifying that *leptin* is a target gene of TET2 (Fig. 6c). Next, we conducted ChIP-qPCR with specific primers to verify the binding of TET2 to the promoter of the *leptin* gene. Consistent with the results of sequencing, this assay revealed an enrichment of TET2 at the promoter of the *leptin* gene (Fig. 6d). To further investigate how TET2 regulates *leptin* expression, we employed a TET2 enzymatic inhibitor, Bobcat339^44^, to assess its impact on *leptin* expression in mature adipocytes. After confirming its efficacy in inhibiting 5-hmC (Fig. S9e), treatment with Bobcat339 resulted in reduced mRNA levels of *leptin* (Fig. 6e) in adipocytes. This suggests that TET2-mediated 5-hmC modification plays a regulatory role in adipocyte *leptin* expression. Furthermore, we performed hydroxymethylated DNA immunoprecipitation qPCR (hMeDIP-qPCR) and methylated DNA immunoprecipitation qPCR (MeDIP-qPCR) in adipocytes isolated from eWAT of ND-fed *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice. We observed that the 5-hmC levels were markedly decreased while 5-mC levels were increased on *leptin* gene promoter in adipocytes of *Tet2*^*−/−*^ mice in contrast with *Tet2*^*+/+*^ mice (Fig. 6f, g).

**Fig. 6:**
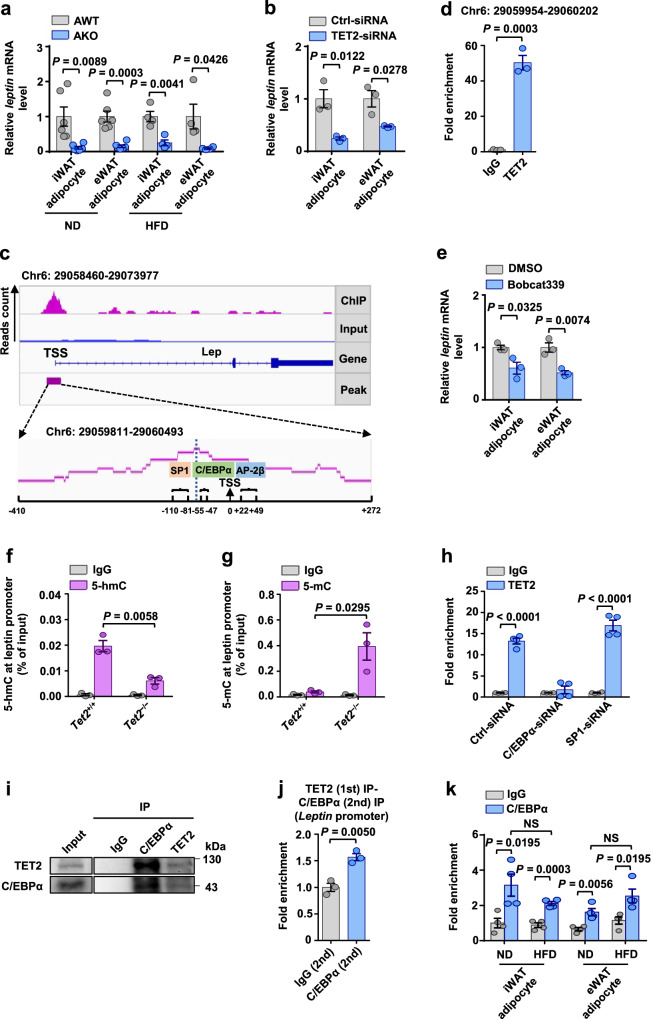
TET2 upregulates leptin gene expression via interacting with C/EBPα in adipocytes. **a** *Leptin* mRNA levels relative to *36b4* in adipocytes of iWAT and eWAT from AWT and AKO mice fed either ND for 18 weeks or HFD for 12 weeks (*n* = 6 ND; *n* = 4 HFD). **b** *Leptin* mRNA levels in differentiated adipocytes from iWAT and eWAT treated with Ctrl-siRNA or TET2-siRNA for 24 h (*n* = 3). **c** TET2 ChIP-qPCR at the promoter of *leptin* gene in differentiated adipocytes (*n* = 3). **d** The binding domain between TET2 and leptin (TSS: Transcriptional start site). **e** mRNA levels of *leptin* relative to *36b4* in adipocytes from iWAT and eWAT treated with DMSO or Bobcat339 for 24 h (*n* = 3). **f** 5-hmC hMeDIP-qPCR at the promoter of *leptin* gene in mature adipocytes from *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice fed ND for 8 weeks (*n* = 3). **g** 5-mC hMeDIP-qPCR at the promoter of *leptin* gene in mature adipocytes from *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice fed ND for 8 weeks (*n* = 3). **h** TET2 ChIP-qPCR at the promoter of *leptin* gene in differentiated adipocytes treated with Ctrl-siRNA, C/EBPα-siRNA or SP1-siRNA (*n* = 4). **i** C/EBPα-TET2 Co-IP. Endogenous immunoprecipitation assay with C/EBPα and TET2 in adipocytes from ND-fed mice. **j** ChIP-reChIP assay at *leptin* promoter. The ChIP-reChIP assay was performed in adipocytes from ND-fed mice. Anti-TET2 was used in the first immunoprecipitation, and anti-IgG and anti-C/EBPα were used in the second immunoprecipitation (*n* = 3). **k** C/EBPα ChIP-qPCR at the promoter of *leptin* gene in mature adipocytes of iWAT and eWAT from ND-fed and HFD-fed mice (*n* = 4). All data are presented as mean ± SEM. *n* indicates the number of biologically independent samples examined. *P*-values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test. Source data are provided as a Source Data File.

Since TET2 lacks a DNA binding domain and must interact with transcription factors to modulate the expression of its target genes^21–23^, we further analyzed the TET2 binding motifs in the proximal promoter region of the *leptin* gene to identify the key transcription factor(s). 

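The reference annotation of GRCm38 lists 3 protein binding sites inside the Lep peak, and each lies wholly within it. The SP1 site is on chromosome 6 from 29060111 to 29060140, at -110 to -81 relative to the TSS, with the sequence GCCCGCTGGGTGGGGCGGGAGTTGGCGCTC. The C/EBPα site is from 29060166 to 29060174, at -55 to -47, with the sequence TTGCGCAAG, and the TATA box is at 29060190 to 29060194. The AP-2β site is from 29060243 to 29060270, at 22 to 49, and covers the end of exon 1 and the first bases of the following intron, with the sequence TGCAAGGTAAGGCCCGGGGCGCGCTACT. Relative to the midpoint of the peak, the centre of the SP1 site is at -27 bp, that of the C/EBPα site at 18 bp and that of the AP-2β site at 104 bp. A scan of the peak with the motif TKNNGYAAK for C/EBP on both strands found the annotated site and a second match, TGAGGCAAG, from 29060328 to 29060336. GGGCGG for SP1 matched once, inside the SP1 site, and GCCNNNGGC for AP-2 matched once, inside the AP-2β site. The peak has a GC content of 60.0%. The sites come from the annotation and the sequence, and the peak of 1 library spans all of them, so it does not separate them.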

ChIP-seq data revealed the presence of three binding motifs in the TET2 peak near the TSS of the *leptin* gene, namely SP1, C/EBPα, and AP-2β (Fig. 6c). Among these, AP-2β has been reported to inhibit the expression and secretion of leptin^45^, so it is improbable that it would aid TET2 in promoting leptin expression. To determine whether SP1 or C/EBPα mediates the positive regulation of *leptin* gene expression by TET2, we suppressed the expression of two other transcription factors, SP1 and C/EBPα, using siRNA. We found that C/EBPα, but not SP1, affected the enrichment of TET2 at the promoter of the *leptin* gene (Fig. 6h). Additionally, Co-IP experiments revealed a physical association between TET2 and C/EBPα in mature adipocytes (Fig. 6i). Furthermore, ChIP and sequential ChIP (reChIP) assays confirmed the co-recruitment of C/EBPα and TET2 at the *leptin* gene promoter (Fig. 6j). Knockdown of *Tet2* gene didn’t influence the expression of C/EBPα in adipocytes (Fig. S9f). Similarly, knockdown of *Cebpa* gene didn’t impact the expression of TET2 in adipocytes (Fig. S9g). These findings suggest that TET2 and C/EBPα don’t affect each other’s expression levels in adipocytes. To assess the enrichment of C/EBPα at the promoter of the *leptin* gene in adipocytes of WATs under both lean and obese conditions, we performed ChIP-qPCR and confirmed no disparity in the binding capacity of C/EBPα to the *leptin* gene promoter between ND-fed and HFD-fed mice (Fig. 6k). Collectively, our results show that TET2 binds to the *leptin* gene promoter by interacting with C/EBPα, inducing demethylation and expression of the *leptin* gene.

### TET2 levels are negatively correlated with LEPTIN levels and BMI in humans

To provide clinical support for the findings in mice, we analyzed the 5-hmC and 5-mC levels in human subcutaneous adipose tissue (SAT). In the SAT of obese individuals, 5-hmC levels were significantly reduced, whereas 5-mC levels were elevated (Fig. 7a, b). To explore the association between TET2 and leptin in human obesity, we detected the expression levels of *TET2* and *LEPTIN* in SAT from a cohort of 15 subjects classified by BMI (clinical parameters are summarized in Table S1). As shown in Fig. 7c, adipose *TET2* mRNA levels were lower, while *LEPTIN* mRNA levels were higher in obese than in nonobese subjects. In this cohort, *TET2* expression inversely correlated with *LEPTIN* levels (Fig. 7d). To gain insight into the relationship between *TET2* and *LEPTIN* gene expressions in human adipocytes, we reanalyzed our previous microarray data (GSE44000) from human adipocytes and found that *TET2* levels were negatively associated with *LEPTIN* levels (Fig. 7e) and BMI (Fig. 7f). Moreover, treatment of Bobcat339, a TET2 inhibitor, led to a decreased production of leptin in mature adipocytes (Fig. 7g). These human data indicate that obesity-related hyperleptinemia is associated with a decline in TET2 expression in adipocytes, supporting a negative feedback loop between TET2 and leptin in the context of obesity.

**Fig. 7:**
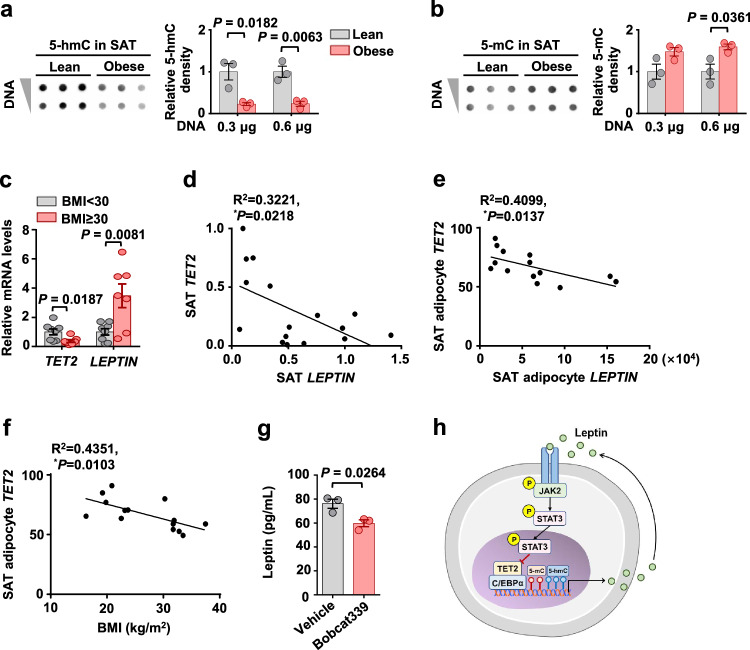
TET2 levels are negatively correlated with LEPTIN levels and BMI in humans. **a**, **b** Genomic 5-hmC (**a**) and 5-mC (**b**) levels in SAT from the lean and obese humans (*N* = 3). **c** mRNA levels of *TET2* and *LEPTIN* relative to *ACTB* in SAT (*N* = 8 nonobese and *N* = 7 obese subjects). **d** Correlation between *TET2* and *LEPTIN* in SAT. **e** Correlation between *TET2* and *LEPTIN* in adipocytes of SAT (Published microarray data: GSE44000). **f** *TET2* levels in human SAT adipocytes were negatively associated with BMI (Published microarray data: GSE44000). **g** Leptin secretion in adipocytes from lean SAT treated with DMSO or Bobcat339 for 24 h (*N* = 3). **h** Model of the negative feedback loop between TET2 and leptin in adipocytes. All data are presented as mean ± SEM. *N* indicates the number of biologically independent samples examined. *P*-values are indicated on the graph. Statistical values are determined by two-sided unpaired Student’s *t*-test in (**a**–**c**) and (**g**), two-sided Spearman’s correlation analysis in (**d**–**f**). Source data are provided as a Source Data File.

## Discussion

Recent research has shown that abnormal DNA methylation levels in adipocytes can be a consequence of obesity^46^. In contrast, the aberrant alteration of DNA methyltransferase or DNA demethylation enzyme may also play a role in the development of obesity^15,47,48^. However, the regulation mechanism between DNA methylation and obesity remains inadequately understood. Here, we find that obesity decreases DNA hydroxymethylation and TET2 levels in adipocytes via the leptin signaling pathway. Furthermore, we identify the crucial role of adipocyte TET2 in HFD-induced obesity and elucidate that TET2 interacts with transcription factor C/EBPα to control *leptin* gene expression, thereby regulating body weight.

According to a study on adipocytes, the expression of TET2 is reduced under HFD condition^24^, which is consistent with our findings (Fig. 1c, d). However, the regulator responsible for the downregulation of TET2 in obese adipocytes remains unknown. In our study, we demonstrated that hyperleptinemia in HFD-induced obese mice decreased TET2 levels in adipocytes (Fig. 2e). Consistently, in the leptin-deficient (*ob/ob*) obese mice, adipocyte expression of TET2 were elevated when compared with lean controls (Fig. 2f, g), suggesting that leptin, rather than obesity, negatively regulated the expression of TET2 in adipocytes. Notably, leptin levels nearly double on the first day of the HFD challenge and continue to rise with obesity^40^. However, the downregulation of the *Tet2* gene in adipocytes of obese mice occurred at about 4 weeks of HFD feeding (Fig. 1e), which was far from the time when leptin was induced, implying that leptin needs to accumulate to a high concentration to exert its inhibitory effect. Indeed, leptin inhibited the expression of the *Tet2* gene in primary differentiated adipocytes at concentrations >0.12 μg/mL (Fig. 2c). Additionally, obesity-induced decline of adipocyte *Tet2* levels is much later in eWAT than in iWAT. To explain the temporal discrepancy in the reduction of adipocyte *Tet2* levels in iWAT and eWAT during obesity, we investigated the leptin levels in these two types of adipocytes. Our results revealed that the mRNA levels of *leptin* increased in both iWAT and eWAT adipocytes at 2 weeks of HFD and continued to rise until 12 weeks of HFD (Figs. S2b and c). The secretion levels of leptin from these adipose tissues were also similar under obese conditions (Fig. 2d). However, as shown in Fig. S2a, leptin suppressed *Tet2* expression more prominently in iWAT adipocytes compared with eWAT adipocytes. This suggests that iWAT adipocytes are more sensitive to leptin-induced *Tet2* inhibition. Therefore, it appears that the reduced sensitivity to leptin, rather than leptin concentration, contributes to the delayed decline of adipocyte *Tet2* levels in eWAT during obesity. In humans, the expression levels of *TET2* and *LEPTIN* were negatively correlated in adipocytes and adipose tissue of SAT (Fig. 7d, e). Thus, leptin is an important determinant of the expression of TET2 in adipocytes.

Compelling evidence suggests that DNA methylation plays an important role in the regulation of leptin expression. In human adipocytes, the *leptin* gene promoter is hypomethylated and its expression level is elevated^49^. During adipogenesis, the promoter region of the *leptin* gene is demethylated, resulting in a growing expression level^50^. Moreover, DNMT inhibitors can promote *leptin* gene expression in mature 3T3-L1 cells^51^. These studies revealed an association between DNA methylation and *leptin* gene expression, whereas the role of DNA demethylation in the regulation of *leptin* gene expression is unknown. Using genetic and siRNA approaches to knockdown *Tet2* gene in adipocytes, we found that loss of *Tet2* effectively suppressed the mRNA levels of *leptin* in adipocytes (Fig. 6a, b), accompanied by the decrease of 5-hmC levels and increase of 5-mC levels at leptin promoter (Fig. 6f, g). These results indicate that TET2 regulates DNA demethylation at the leptin promoter, thereby promoting *leptin* gene expression. Thus, TET2 is a crucial epigenetic regulator of leptin expression.

Emerging evidence suggests that TET2 may play a regulatory function in metabolic disturbances. In vitro research demonstrated the physical interaction between TET2 and PPARγ in adipocytes, which increased the insulin-sensitizing effect of rosiglitazone^24^. Fuster et al. reported that the loss of TET2 function in hematopoietic cells could promote the secretion of IL-1β in macrophages, thereby exacerbating obesity-induced insulin resistance^52^. However, the in vivo functions of adipocyte TET2 remain unknown. Our data showed that both global and adipocyte-specific *Tet2* deficiency protected against HFD-induced obesity in tandem with increased energy expenditure and decreased food intake (Figs. 3 and 4), indicating an increase in leptin sensitivity. Indeed, the deletion of *Tet2* in adipocytes increased the expression of p-STAT3 in the hypothalamus (Fig. 5c), which is known to be associated with enhanced leptin sensitivity. Our study illuminates a function of adipocyte TET2 in regulating energy metabolism and raises an epigenetic mechanism involved in energy metabolism.

Overcoming obesity-induced leptin resistance has been a challenge for a long time. A previous study demonstrated that hyperleptinemia is required for the development of leptin resistance^39^. Additionally, Tam et al. found that CB1 receptor agonists reduced body weight in obese mice by improving leptin sensitivity and reversing hyperleptinemia^43^. Most recently, Zhao et al. revealed that hyperleptinemia is the driving force of HFD-induced leptin resistance, and partial reduction of circulating leptin levels by gene suppression or neutralizing antibodies restored leptin sensitivity and led to weight loss^40^. Our study demonstrated that loss of *Tet2* in adipocytes led to the reduction of circulating leptin levels (Fig. 5a) and a marked increase in basal and leptin-induced p-STAT3 levels in the hypothalamus (Fig. 5c), accompanied by resistance to HFD-induced obesity (Fig. 4a). To confirm the involvement of leptin in adipocyte *Tet2* deficiency-induced weight loss, we conducted leptin deletion and supplement experiments in the context of *Tet2* deficiency and found that the elimination of the discrepancy of leptin levels between WT and *Tet2*-deficient mice led to similar metabolic phenotypes in these two groups (Fig. 5d–m). These results indicate that *Tet2* deficiency in adipocytes improves HFD-induced leptin resistance by partially reducing leptin levels and subsequently leads to weight loss, supporting that partially reducing circulating leptin levels may be a promising strategy to control body weight.

Due to the dynamic and reversible nature of epigenetic modifications, there has been considerable interest in the development of epigenetic therapies for a variety of diseases^53–55^. Nevertheless, the pleiotropic effects derived from the complexity of the epigenome limit the use of epigenetic drugs. TET2 lacks a DNA-binding domain and typically regulates the expression of target genes by interacting with transcription factors. Thus, targeting the interaction between TET2 and its partner transcription factor makes epigenetic therapies more specific. Using ChIP-seq and Co-IP, we determined that TET2 bound indirectly to the *leptin* gene promoter by binding to C/EBPα (Fig. 6c, i). Our study reveals a mechanism for the regulation of *leptin* gene expression in adipocytes, identifying the TET2-C/EBPα interaction as a specific epigenetic target for controlling leptin expression. A recent study found that C/EBPα interacted with TET2 and recruited it to specific regions of DNA, maintaining high levels of 5-hmC in the gene promoter region of pluripotency genes during B cell reprogramming^23^. As a result, disruption of the interaction between TET2 and C/EBPα should be approached with caution, as it may influence the development of B cells.

In conclusion, our study reveals a feedback loop between TET2 and leptin (Fig. 7h), which enables adipocytes to coordinate the hyperleptinemia associated with obesity. In this negative feedback loop, leptin plays a predominant role, as leptin inhibits adipocyte TET2 significantly in the context of obesity. The hyperleptinemia-induced reduction of adipocyte TET2 appears to be a compensatory response aimed at suppressing the elevated levels of leptin. Although the decrease in TET2 expression in adipocytes did not prevent the increase in leptin levels during obesity, the loss of *Tet2* in obese mice resulted in the downregulation of leptin levels and an enhancement of leptin sensitivity, which ultimately led to weight loss. This suggests that the downregulation of TET2 in adipocytes can promote weight loss by reducing leptin levels. Our mechanistic studies reveal that TET2 regulates the expression of the *leptin* gene by interacting with C/EBPα and increasing the levels of hydroxymethylcytosine at the leptin promoter. Therefore, there is a possibility of developing a therapeutic strategy for weight loss by inhibiting the interaction between TET2 and C/EBPα in adipocytes.

## Methods

### Human samples

This study was conducted in accordance with the Declaration of Helsinki and was approved by the Ethics Committee of the Second Xiangya Hospital of Central South University (No. LYF2022207). Written informed consent was obtained from all human donors prior to their enrollment in the study. Human SAT samples were collected from two groups: obese donors (BMI ≥ 30 kg/m^2^) who met the recruitment criteria for bariatric surgery, and nonobese donors (BMI < 30 kg/m^2^) undergoing non-acute cholecystectomy surgery. SAT consisted of 100 mg tissue blocks. Dissociation of the SAT was immediately processed (within 2 h of removal from the donors), followed by DNA and RNA extraction.

### Animals

All animal studies were performed in accordance with procedures approved by the Central South University Animal Care and Use Committee. All mice were housed in a specific pathogen-free animal facility at 22 °C with a 12 h light/dark cycle and 50–60% relative humidity. Mice had free access to water and food, either an ND (1010001, Jiangsu Xietong Pharmaceutical Bio-engineering Co.LTD) or an 60% HFD (D12492, Wuhan BIOPIKE Bioscience Co.LTD). 6 week-old C57BL/6J mice and 12 week-old C57BL/6J *ob/ob* (*Lep*^*ob*^*/Lep*^*ob*^) mice were purchased from Slac Laboratory Animal Inc and the Model Animal Research Center of Nanjing University, respectively. Heterozygous *leptin* knockout mouse (*ob*/+) mice (Stock: 19006 A) were purchased from Jiangsu Wukong Biotechnology Co. LTD. *Tet2*^*−/−*^ mice were generated and kindly provided by Dr. Xu’s group^56^. *Adipoq*-Cre mice (B6.FVB-Tg (*Adipoq*-Cre)1Evdr/J; Stock 028020) and *Tet2*^*fl/fl*^ mice (B6;129S-*Tet2*^tm1.1Iaai^/J; Stock 017573) were both obtained from the Jackson Laboratory and bred to generate experimental mice groups, including *Tet2*^*fl/fl*^ (AWT) and *Tet2*^*AdipoqCre*^(AKO). *Tet2*^*−/−*^ mice were crossed with *ob*/+ mice to generate *Tet2* and *leptin* double knockout (*Tet2*^*+/+*^ *ob/ob***)** mice. The sex of mice used for experiments is male, as male mice exhibited a significantly higher percentage of visceral fat, body fat^57^ and weight gain^58^, worsened glucose tolerance^58^ and decreased insulin sensitivity^59^ compared with female mice. 5–6 week-old male mice were fed with HFD to establish the diet-induced obesity model. These male mice were euthanized via inhalation of carbon dioxide (CO2) to induce asphyxiation, followed by cervical dislocation as a secondary euthanasia, before tissue isolation.

### 3T3-L1 cell line

Murine embryonic 3T3-L1 cells (ATCC CL-173, Manassas, VA) were cultured in DMEM-High Glucose medium supplemented with 10% FBS, 100 IU/mL of penicillin, and 100 mg/mL of streptomycin solution, at 5% CO_2_ and 37 °C in a humidified cell incubator. To induce adipocyte differentiation, confluent 3T3-L1 cells were incubated with an adipogenic cocktail, including 0.5 mM isobutylmethylxanthine (IBMX, Sigma-Aldrich, Cat#15879-1 G), 1 μM dexamethasone (Sigma-Aldrich, Cat#D4902) and 10 μg/mL insulin (Gibco, Cat#12585014). After two days, the culture medium was changed every two days with DMEM-High Glucose medium containing 10 μg/mL insulin for subsequent days.

### Adipose tissue fractionation

Adipose tissues were rinsed in PBS, minced, and digested with 1 mg/mL type II collagenase (Worthington, Cat#LS004177) and 1% bovine serum albumin for 30 min at 37 °C with gentle agitation (120 rpm). The digested tissue was passed through a 100 μm nylon mesh. After centrifugation at 300 g for 5 min, the upper floating mature adipocyte fraction was carefully removed and washed with PBS containing 2 mM EDTA. The lower SVF was collected and washed with PBS, subsequently incubated in red blood cell lysis buffer for 5 min on ice. The SVF was then washed with PBS and collected by centrifugation at 500 g for 5 min. The resultant adipocytes and SVF were subjected to downstream analysis.

### Primary ASCs

The SVF fraction was resuspended in DMEM/F12 plus 10% FBS, 100 IU/mL of penicillin, 100 mg/mL of streptomycin solution, and β-FGF (10 ng/mL, PeproTech, Cat#450-33,), at 5% CO2 and 37 °C in a humidified cell incubator. After seeding, the medium was changed 24 h later to remove non-adherent cells and obtain mouse adipose-derived stem cells (ASCs). All experiments were conducted using cells at passage 3. For in vitro adipogenesis, confluent ASCs were used and treated with adipocyte differentiation induction cocktail: 0.5 mM IBMX, 1 μM dexamethasone, 170 nM insulin, followed by maintenance treatment (10 μg/mL insulin) every 48 h. Once differentiated, differentiated adipocytes were treated with HFD-induced various factors or stained with Oil Red O. Differentiated adipocytes were serum deprived for 3 h with DMEM/F12 containing 0.2% FBS, and treated with 1 μg/mL leptin (Peprotech, Cat#45031), 5 ng/mL TNF-α (Peprotech, Cat#315-01 A), 500 ng/mL LPS (Sigma-Aldrich, Cat#L2630), 2 ng/mL IFN-γ (Peprotech, Cat#315-05) and 10 ng/mL TGF-β1 (Peprotech, Cat#100-21) for 24 h.

### In vivo adipogenesis

ASCs from iWAT of *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice were purified by cell culture. The cells at passage 3 were identified as ASCs. 1 × 10^6^ ASCs (donor cells) were resuspended in 100 μL Matrigel (356237, Corning) on ice. ASCs from *Tet2*^*+/+*^ and *Tet2*^*−/−*^ mice were injected into each flank of 3 week-old male C57BL/6J mice to compare the adipogenesis capacity in vivo directly. After 5 weeks of HFD feeding, all Matrigel plugs were excised and fixed in 4% paraformaldehyde overnight, dehydrated, and embedded in paraffin. Sections of 5 μm were stained with hematoxylin and eosin.

### siRNA treatment

At day 8–10 of differentiation, to knockdown *Jak2*, *Stat3, C/ebpα, and Sp1* in differentiated adipocytes, Lipofectamine RNAiMAX (Thermo Fisher Scientific, Cat#13778075) was used. Lipofectamine RNAiMAX reagents and small interfering RNA (siRNA, RiboBio) were mixed in Opti-MEM (Gibco, Cat#31985070), and then added into culture medium. siRNA primer sequences are shown in Table S2.

### Neutralizing leptin antibody treatment

Neutralizing leptin antibody treatment was conducted using eWAT adipocytes from 8 week-old C57BL/6J mice. Mature adipocytes were treated with 0.2 μg/mL neutralizing leptin antibody (R&D, Cat#AF498) and IgG control antibody (BioXCell, Cat#BE0083) for 1 h, respectively, and then added CM from eWAT for another 24 h. For CM preparation, iWAT and eWAT from age-matched ND-fed and 12 week HFD-fed mice were minced and cultured with FBS-free DMEM for 24 h. CM from WATs was normalized by fat mass (10 mL of DMEM per 1 g of WATs)^17^.

### Bobcat339 treatment

Bobcat339 treatment was conducted using the mature adipocytes from WATs of mice and SAT of healthy donors. 50–100 μL mature adipocytes were treated with 10 μM Bobcat339 (Topscience, Cat#T5198) and DMSO (Sigma-Aldrich, Cat#D2650) as a control in a 96-well plate for 24 h, respectively.

### Genomic DNA extraction and dot blot

Genomic DNA was extracted from WAT or adipocytes using a QIAamp DNA Mini kit (QIAGEN, Cat#51304). Take 0.1 μg, 0.3 μg or 0.6 μg of DNA respectively, add a certain volume of deionized water to make the volume of each sample 50 μL. 50 μL of DNA denaturation buffer (1 M NaOH, 25 mM EDTA) was added to the samples, and samples were then incubated at 100˚C for 10 min. Transfer the samples immediately to ice and add 50 μL of cold 2 M ammonium acetate (pH 7.0) for additional 20 min. Meanwhile, the nitrocellulose membrane was pre-soaked in double-distilled H_2_O and then in 6 × SSC buffer (0.9 M NaCl, 90 mM Na_3_C_6_H_5_O_7_) for 20 min. After setting up the dot blot apparatus, the membrane was rehydrated with 200 μL TE buffer. Then, the denatured DNA was applied and washed by 200 μL 2 × SSC buffer. Let the membrane dry and put the membrane between blotting papers which presoaked by 2 × SSC buffer for 20 min. Baking the membrane in the drier at 80 °C for 2 h. The membrane was blocked in 5% BSA in PBS and 0.1% Tween-20 for 1 h at room temperature. Apply the mouse 5-mC (Active Motif, Cat#61255) or 5-hmC (Active Motif, Cat#39791) primary antibody diluted 1:1000 in blocking buffer and incubated overnight at 4 °C on a shaker. Wash the membrane with TBST 3 times for 15 min each. Incubate with anti-HRP secondary antibody (Boster, Cat#BA1054) diluted 1:5000 in 2% BSA for 1 h at room temperature on a shaker. Wash the membrane as previously. Apply Clarity^TM^ Western ECL Substrate (Bio-rad, Cat#170-5061) and expose to film.

### RNA isolation and qRT-PCR

Total RNA of cells and tissues was extracted by Trizol (Life Technologies, Cat#15596026) according to the manufacturer’s protocol, cDNA was synthesized using a RevertAid First Strand cDNA Synthesis Kit (Thermo scientific, Cat#K1622). Real-Time PCR was performed using SYBR Green Master Mix (Vazyme, Cat#Q511-02) on Applied Biosystems ViiA™ 7 Real-Time PCR System. Normalized mRNA expression for mouse samples was calculated using *β-actin* or *36b4* as the reference gene. *β-ACTIN* were used as housekeeping genes for human samples. Relative mRNA expression was calculated using the ΔΔCt method. All primers were designed by Sangon Biotech, and the sequence of primers were listed in Table S3.

### Gene expression quantification of Tets

We quantified the gene expression levels of *Tets* in individual samples obtained from both iWAT and eWAT of 7 week-old mice using the published bulk RNA-seq data (GSE132706). The SRA files of the GSE132706 dataset were retrieved from a public database utilizing the sra-tools software. These files were subsequently transformed into fastq format for upstream analysis. Alignment procedures were conducted using hisat2 2.2.1 software against the mm10 version of the reference genome. Quantification of gene expression from RNA-seq data was performed using featureCounts 2.0.6 to generate a count matrix file, employing the mm10 version of the gene annotation file. The TPM (Transcripts Per Million) values were computed using R 4.2.0 software^60^.

### Western blot

Cells and tissues were lysed in RIPA buffer (Beijing Dingguo Changsheng Biotech, Cat#WB-0072) with protease inhibitor PMSF (Beyotime, Cat#ST505) and cOmplete™ EDTA-free (Sigma-Aldrich, Cat#4693132001). The protein concentration was determined with Pierce Microplate BCA Protein Assay kit (Thermo scientific, Cat#23252). 30 μg of total protein were separated in 8% SDS-polyacrylamide gel electrophoresis and transferred to PVDF membrane (Merck Millipore, Burlington, MA). The membranes were blocked in 5% BSA in PBS for 1 h at room temperature and then incubated overnight at 4 °C with the following primary antibodies: TET2 (Proteintech, Cat#21207-1-AP, 1:1000), C/EBPα (Cell Signaling Technology, Cat#8178, 1:1000), *β*-actin (Sigma-Aldrich, Cat#A5316, 1:40000). Wash the membrane with TBST 3 times for 15 min each. Incubate with anti-HRP secondary antibody (Boster, Cat#BA1054) diluted 1:5000 in 2% BSA for 1 h at room temperature on a shaker. Wash the membrane as previously. Apply Clarity^TM^ Western ECL Substrate (Bio-rad, Cat#170-5061) and expose to film. Bio-Rad Image Lab and Image-Pro Plus software were used for analysis.

### H&E and immunohistochemical staining

Paraffin-embedded tissue blocks from mice were sectioned at 5 μm thickness, deparaffinized, rehydrated, and stained with hematoxylin and eosin. For TET2 immunohistochemistry, adipose tissue sections were heated at 60 °C for 1 h and deparaffinized using xylene and a series of gradient alcohols. Sections were blocked with 0.3% H_2_O_2_ (Boster, Cat#AR1108) for 20 min. To minimize non-specific staining, sections were blocked with 2% BSA in PBS for 30 min at room temperature. Incubation with the primary antibody (1:200 TET2, Abcam, Cat#94580) was performed overnight at 4 °C, followed by incubation with a secondary anti-rabbit antibody (Boster, Cat#BA1054, 1:200) for 1 h at room temperature. Finally, the slides were stained with the DAB peroxidase substrate kit (ZSGB bio, Cat#2L2-9018) for 1 min. Images were viewed using an Olympus microscope and image acquisition was performed using Olympus microsystems imaging software. Data analysis was performed using the Image-Pro Plus 6.0.

For p-STAT3 immunohistochemistry, overnight fasted mice were injected with 2.5 mg/kg leptin. After 45 min, the mice were heart-perfused with physiological saline mixed with heparin, followed by paraformaldehyde. Then the brains were removed and sliced at 5 μm per slide to perform p-STAT3 (Cell Signaling Technology, Cat#9145, 1:200) staining.

### Metabolic cage studies

Metabolic analysis was initiated at a point when body weight differences were not yet observed in mice. All metabolic cage experiments in this study were conducted with a Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments, USA). Mice were fed ad libitum and housed in the metabolic cages for 3 days. During this time, locomotor activity, O_2_ consumption, and CO_2_ consumption were measured. Energy expenditure was calculated based on the measurements of O_2_ and CO_2_.

### Body weight, body composition, food intake

Mouse body weight was monitored weekly. Mouse body composition was assessed by using the Minispec Body Composition Analyzer LF50 (Bruker, Germany). To measure food intake, the mice were individually housed. Before experiment, the mice were acclimated to the single cages for at least 3 days to minimize anxiety effects. Food intake and body weight were measured daily. For leptin-induced food intake experiments, the mice were fasted overnight. On the subsequent day, the mice were administered a dose of leptin at 1 μg/kg body weight, with a dose volume of 10 μL per gram of body weight. Food intake was measured at various time points as indicated in the figure.

### Glucose tolerance test (GTT) and insulin tolerance test (ITT)

For glucose tolerance tests, mice were fasted for 16 h, following they received intraperitoneal injection of 1 g/kg glucose. Blood samples taken from tail vein were measured at 0, 15, 30, 45, 60, and 120 min using a handheld glucometer (ACCU-CHEK active glucometer, Roche). For insulin tolerance tests, mice were fasted for 6 h and injected with 0.75 U/kg insulin. Blood samples taken from tail vein were measured at 0, 15, 30, 45, 60, and 90 min using Roche glucometer.

### Cold exposure studies

Male *Tet2*^*−/−*^ mice and their control littermates (6 week-old), fed HFD for 5 weeks, were transferred from standard housing conditions to a 4 °C environment. They were individually housed in a non-bedded cage with free access to food and water. Male *Tet2*^*−/−*^ *ob/ob* mice and *Tet2*^*+/+*^ *ob/ob* mice (12 week-old) were singly housed without access to food or bedding, but with free access to water. At the end of the experiment, mice were sacrificed, and fat tissues (BAT, iWAT and eWAT) were isolated for gene expression analyses.

### Administration of leptin by intraperitoneal injection

The supplementation of leptin was initiated at a point when body weight differences were not yet observed in mice (5th week of HFD). The administered leptin used in this study was mouse pegylated leptin (Protein Laboratories Rehovot Ltd.), which prolongs the half-life of leptin. The specific protocol entailed daily intraperitoneal injections as follows: a dosage of 500 μg/kg body weight for the first two days, a dosage of 250 μg/kg body weight for the subsequent two days, followed by a daily dosage of 125 μg/kg body weight.

### ELISA assays

Plasma levels of mouse insulin (AiFang biological company, Cat#AF2579-A), plasma and CM levels of mouse leptin (Boster, Cat#EK0438) and CM levels of human leptin (4 A Biotech, Cat#CHE0053) were determined by ELISA using commercial kits.

### ChIP-seq analysis

For ChIP-seq, we employed a cell quantity of 5 × 10^7^ primary ASCs that were induced to differentiate into mature adipocytes in vitro. ChIP was conducted using the EZ-Magna ChIP A/G kit (Cat#17-10086) from Millipore, USA. Following the procedure, the resulting DNA products were subjected to sequencing by the Beijing Boaojingdian Biotechnology Co., Ltd. Raw sequence quality was assessed with Fastqc software. NGS QC Toolkit^61^ was used to remove poor quality sequences, Illumina-specific sequences and adapters from the reads. Reads were aligned against reference genome GRCm39 with bowtie1^62^. Peak calling and read density in peak regions were performed by MACS2^63^. R package ChIPseeker^64^ was used for downstream analysis of peaks, such as annotations, visualizations binding site distribution relative to features and obtaining enriched pathways. Transcription factors screening used bioinformatic portals, NCBI Gene database (https://www.ncbi.nlm.nih.gov/gene). 

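In the deposited list the TET2 peak at Lep and the Lep gene are different intervals of chromosome 6. RefSeq places the gene from 29060221 to 29073876, a length of 13656 bp. The peak shares 273 bp with it, which is 2.00% of the gene, and no further peak of the list falls in the rest of the gene.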

TET2 peak in the proximal promoter region of the *leptin* gene was sequence region from 29060220 to 29073875. In this region, there are three published protein bind regions in the GenBank database, including SP1^65^, C/EBPα^66^, and AP-2β^45^.

### ChIP–qPCR

For ChIP-qPCR, we employed a cell quantity of 1 × 10^7^ primary ASCs that were induced to differentiate into mature adipocytes in vitro. For ChIP- reChIP^17^, 400 μL mature adipocytes were used. The resulting DNA products were utilized for qPCR analysis. Antibodies against TET2 (Proteintech, Cat#21207-1-AP, 1:100), C/EBPa (GeenTex, GTX100674, 1:100), and normal rabbit IgG were used for immunoprecipitation. The primer sequences for qPCR were as follows: Forward: 5’-CTAGAATGGAGCACTAGGTTGC-3’, Reverse: 5’-CCCTCTTATAACTGCCCCAG-3’.

### Co-Immunoprecipitation

The Co-IP experiment was conducted using eWAT adipocytes from 8 week-old C57BL/6J mice. The Pierce Crosslink Magnetic IP/Co-IP Kit (Cat#88805) from Thermo Scientific, USA, was employed for this study. Immunoprecipitation was performed using 10 μg of rabbit anti-mouse TET2 antibody, C/EBPα antibody or rabbit IgG antibody. The obtained immunoprecipitates, along with the input protein samples, were subjected to Western blot analysis. The following antibodies were used for Co-IP: anti-TET2 (Proteintech, Cat#21207-1-AP) and anti-C/EBPα (GeneTex, Cat# GTX100674).

### hMeDIP-qPCR and MeDIP-qPCR

Genomic DNA was sheared by sonication to an average of 200–800 bp size. One microgram of denatured DNA was used for hMeDIP-qPCR MeDIP-qPCR. The hMeDIP assay was conducted using the hMeDIP kit from Active Motif (Cat#55010), while the MeDIP assay employed the MeDIP kit from Active Motif (Cat#55009). Recovered DNA was used for qPCR analysis. Primers for hMeDIP-qPCR and MeDIP-qPCR studies were as follows: Forward: 5’-CCAGTCTTTCTAATAGCACCCC-3’, Reverse: 5’-GAATTCAACACCAAGCTGTCC-3’. All data are normalized to input.

### Statistical analyses

Statistical analyses were performed with GraphPad Prism 9 and data was performed using Microsoft Office Excel 2021 (v.16.56). Two-sided unpaired Student’s *t-*tests for pairwise comparison and Pearson correlation for linear regression, were performed to calculate statistical significance. When comparing Oxygen Consumption, Energy Expenditure, and Activity between different groups with body weight as a covariate, one-way ANCOVA was performed. Significance was considered as *P*< 0.05. Actual *P*-values were reported. Mice were randomly assigned to treatment groups for in vivo studies. n values represent independent biological replicates for cell experiments or individual mice for in vivo experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Supplementary tables

### Source data

Source Data

## Data Availability

The bulk RNA-seq data of iWAT and eWAT used in this study are available in the GEO database under accession number GSE132706. Hyperlink: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132706. The microarray data of human adipocytes^67^ used in this study are available in the GEO database under accession number GSE44000. Hyperlink: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44000. ChIP-seq data of differentiated adipocytes generated in this study have been deposited in the GEO database under accession number GSE252186. Hyperlink: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252186. All other data are available in the article and its supplementary files or from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: A negative feedback loop between TET2 and leptin in adipocyte regulates body weight
**Source:** Nat Commun. 2024 Apr 1;15:2825. doi: 10.1038/s41467-024-46783-x
**Supplement:** Supplementary file 1 — Supplementary Information

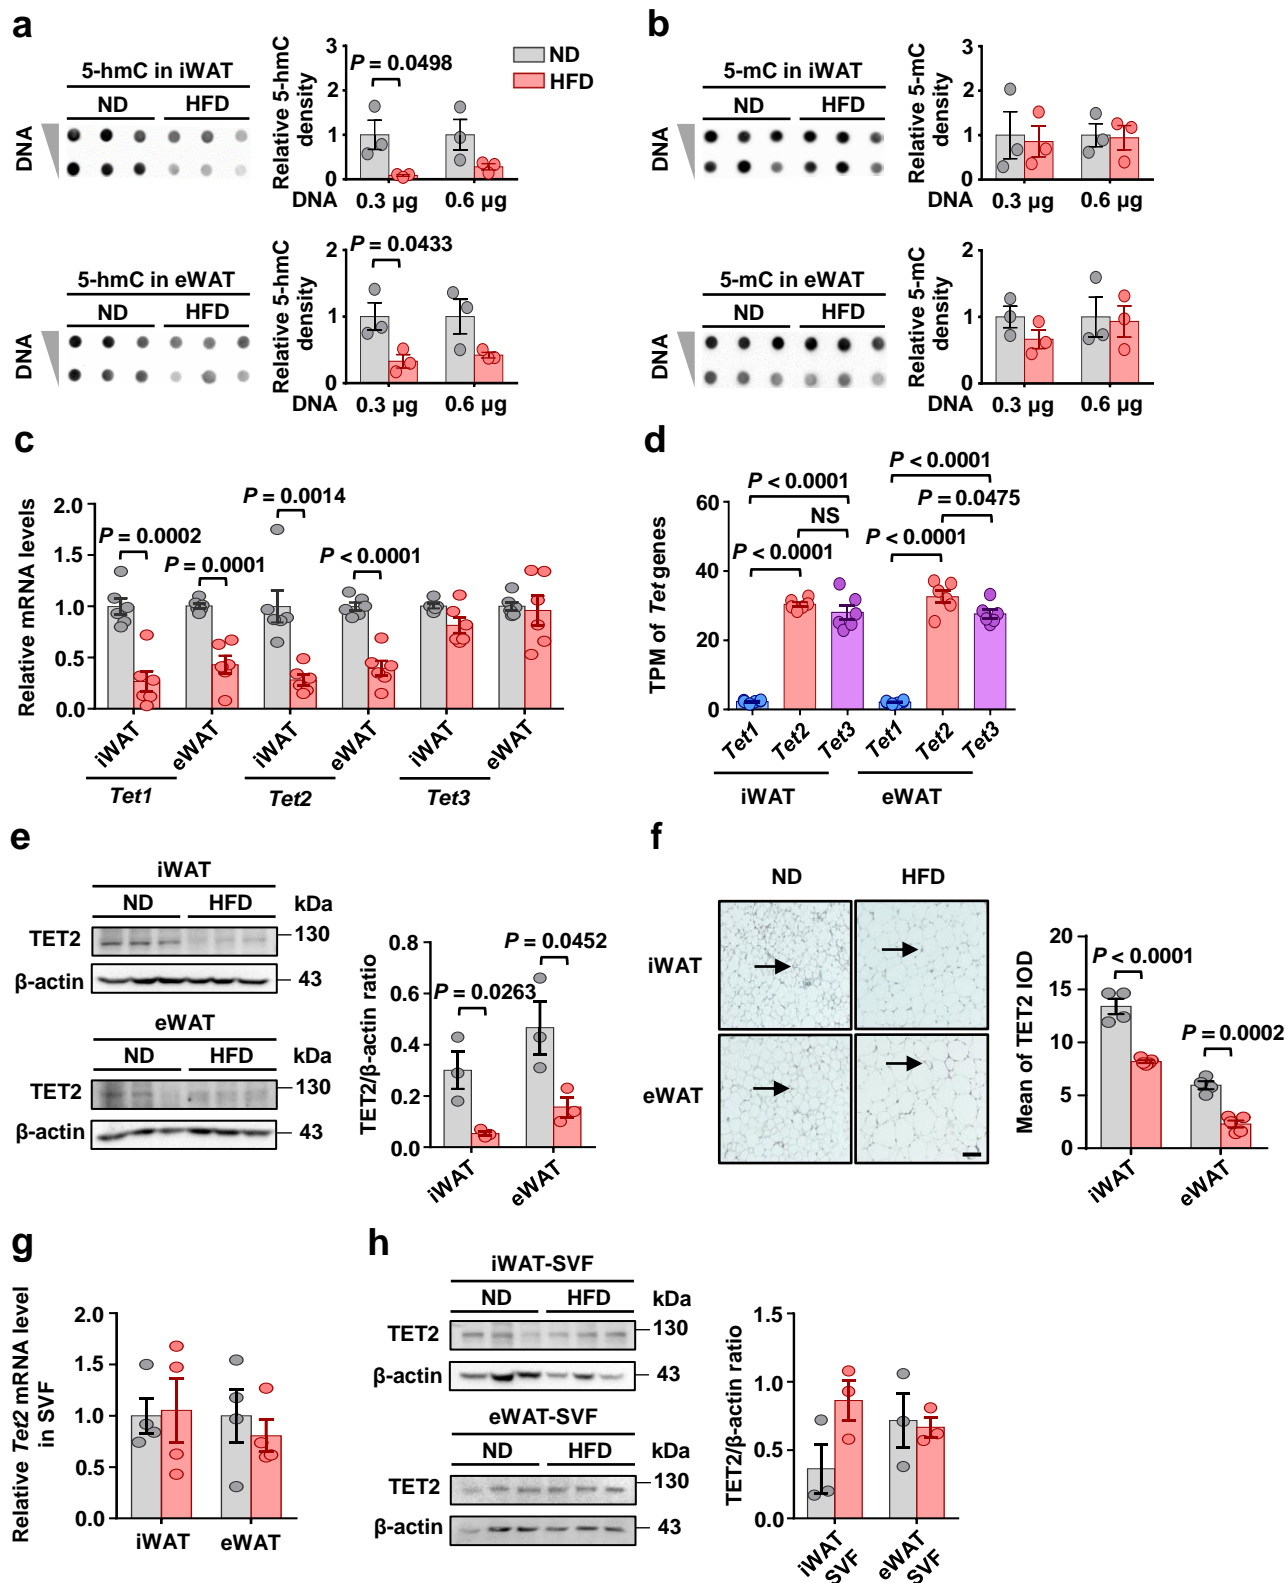

**Figure S1. Obesity decreases DNA hydroxymethylation and TET2 levels in white adipose tissues**

(a-b) Genomic 5-hmC (a) and 5-mC (b) levels in iWAT and eWAT from the C57BL/6J male mice fed either ND or HFD for 12 weeks ( $n = 3$  mice/group).

(c) mRNA levels of *Tet1*, *Tet2*, and *Tet3* relative to  $\beta$ -actin in iWAT and eWAT from the mice shown in a ( $n = 6$  mice/group).

(d) Relative mRNA expression of *Tet1*, *Tet2*, and *Tet3* in iWAT and eWAT from the C57BL/6J male mice fed with ND (Published bulk RNA-seq data: GSE132706;  $n = 6$  mice/group).

(e) Representative immunoblot images of TET2 in iWAT and eWAT from the mice shown in a and densitometry analysis.  $\beta$ -actin was used as a loading control (n = 3 mice/group).

(f) Representative immunohistochemistry images of TET2 in iWAT and eWAT from the mice shown in a (the arrows represent TET2 positive expression, scale bars, 100  $\mu$ m) and integral optical density (IOD) analysis. (n = 4 ND; n = 5 HFD).

(g) *Tet2* mRNA levels relative to  *$\beta$ -actin* in SVF of iWAT and eWAT from the mice shown in a (n = 4 ND/HFD, 1 ND sample was obtained by pooling samples from two mice).

(h) Representative immunoblot images of TET2 in SVF of iWAT and eWAT from the mice shown in a and densitometry analysis.  $\beta$ -actin was used as a loading control (n = 3 mice/group). All data are presented as mean  $\pm$  SEM. P values are indicated on the graph. Statistical values are determined by two-sided unpaired Student's t-test. Source data are provided as a Source Data File.

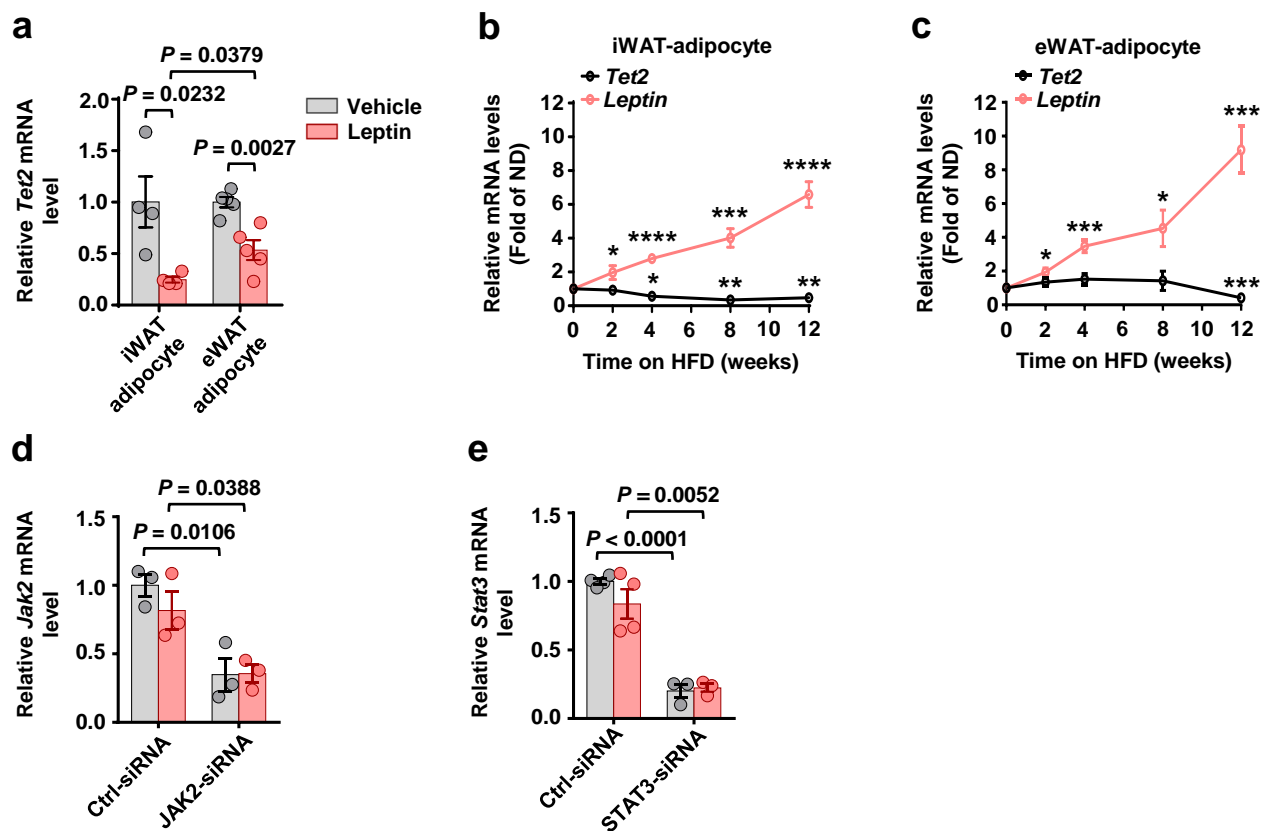

**Figure S2. Leptin inhibits adipocyte *Tet2* expression in primary adipocytes and differentiated adipocytes**

(a) *Tet2* expression in mature adipocytes from iWAT and eWAT treated with vehicle or leptin for 24 h (iWAT adipocyte:  $n = 4$  mice/group; eWAT adipocyte:  $n = 5$  mice/group).

(b) *leptin* and *Tet2* mRNA levels relative to *36b4* in adipocytes of iWAT from the C57BL/6J male mice fed HFD for 0, 2, 4, 8, and 12 weeks (*Leptin* gene: HFD 0 week:  $n = 6$ ; HFD 2 weeks:  $n = 3$ ,  $*P = 0.0212$ ; HFD 4 weeks:  $n = 6$ ,  $****P < 0.0001$ ; HFD 8 weeks:  $n = 6$ ,  $***P = 0.0003$ ; HFD 12 weeks:  $n = 6$ ,  $****P < 0.0001$ ; *Tet2* gene: HFD 0 week:  $n = 6$ ; HFD 2 weeks:  $n = 3$ ; HFD 4 weeks:  $n = 6$ ,  $*P = 0.0190$ ; HFD 8 weeks:  $n = 6$ ,  $**P = 0.0064$ ; HFD 12 weeks:  $n = 6$ ,  $**P = 0.0041$ ).

(c) *leptin* and *Tet2* mRNA levels relative to *36b4* in adipocytes of eWAT from the C57BL/6J male mice fed HFD for 0, 2, 4, 8, and 12 weeks (*Leptin* gene: HFD 0 week:  $n = 5$ ; HFD 2 weeks:  $n = 4$ ,  $*P = 0.0156$ ; HFD 4 weeks:  $n = 5$ ,  $***P = 0.0004$ ; HFD 8 weeks:  $n = 5$ ,  $*P = 0.0119$ ; HFD 12 weeks:  $n = 5$ ,  $***P = 0.0004$ ; *Tet2* gene: HFD 0 week:  $n = 4$ ; HFD 2 weeks:  $n = 4$ ; HFD 4 weeks:  $n = 4$ ; HFD 8 weeks:  $n = 4$ ; HFD 12 weeks:  $n = 5$ ,  $***P = 0.0004$ ).

(d) *Jak2* expression in differentiated 3T3-L1 adipocytes treated with Ctrl-siRNA or JAK2-siRNA for 24 h ( $n = 3$ ).

(e) *Stat3* expression in differentiated 3T3-L1 adipocytes treated with Ctrl-siRNA or STAT3-siRNA for 24 h ( $n = 4$  Ctrl-siRNA;  $n = 3$  STAT3-siRNA). All data are presented as mean  $\pm$  SEM.  $P$  values are indicated on the graph. Statistical values are determined by two-sided unpaired Student's t-test.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$  versus HFD 0 week. Source data are provided as a Source Data File.

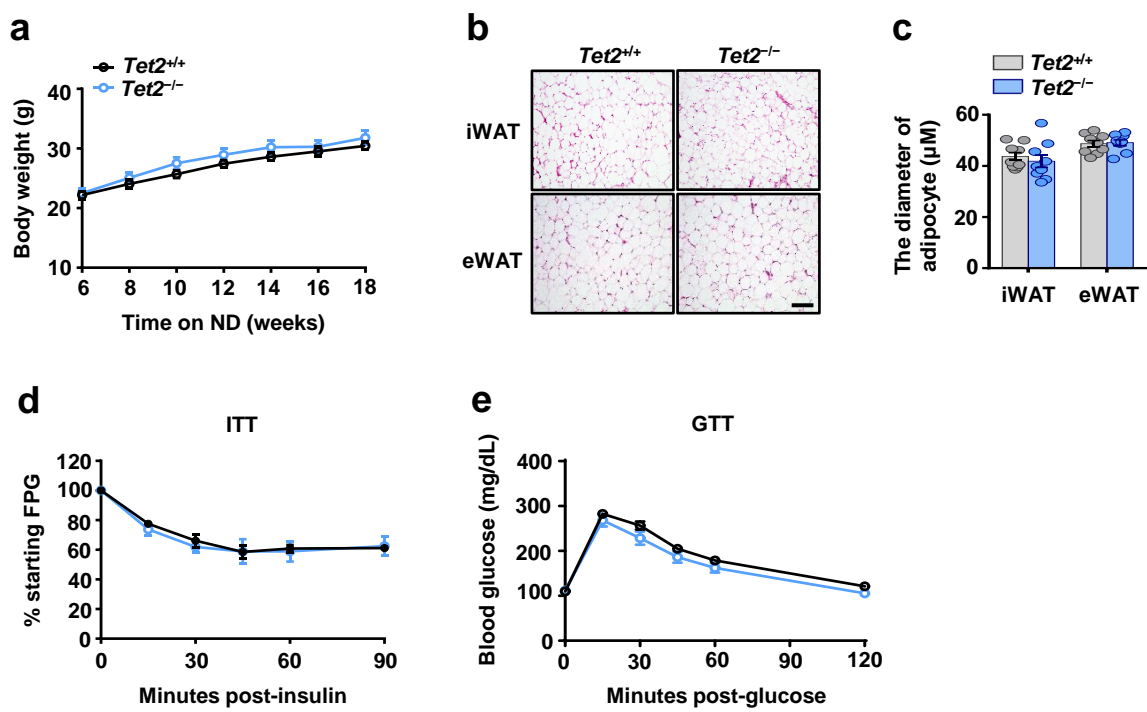

**Figure S3: Tet2 deficiency has no effect on insulin sensitivity and glucose tolerance under ND-fed condition**

(a) Body weight progression in  $Tet2^{+/+}$  and  $Tet2^{-/-}$  mice fed ND for 18 weeks (n = 9 mice/group).

(b) Representative H&E staining of iWAT and eWAT of  $Tet2^{+/+}$  and  $Tet2^{-/-}$  mice fed ND for 18 weeks. Scale bars: 50  $\mu\text{m}$ .

(c) The average diameters of adipocytes in  $Tet2^{+/+}$  and  $Tet2^{-/-}$  mice fed ND for 18 weeks were analyzed and quantified by the Image-Pro Plus software (n = 9 mice/group).

(d) Insulin tolerance test (ITT) at week 18 of life (n = 9  $Tet2^{+/+}$ ; n = 8  $Tet2^{-/-}$ ).

(e) Glucose tolerance test (GTT) at week 18 of life (n = 9  $Tet2^{+/+}$ ; n = 8  $Tet2^{-/-}$ ). All data are presented as mean  $\pm$  SEM. Statistical values are determined by two-sided unpaired Student's t-test. Source data are provided as a Source Data File.

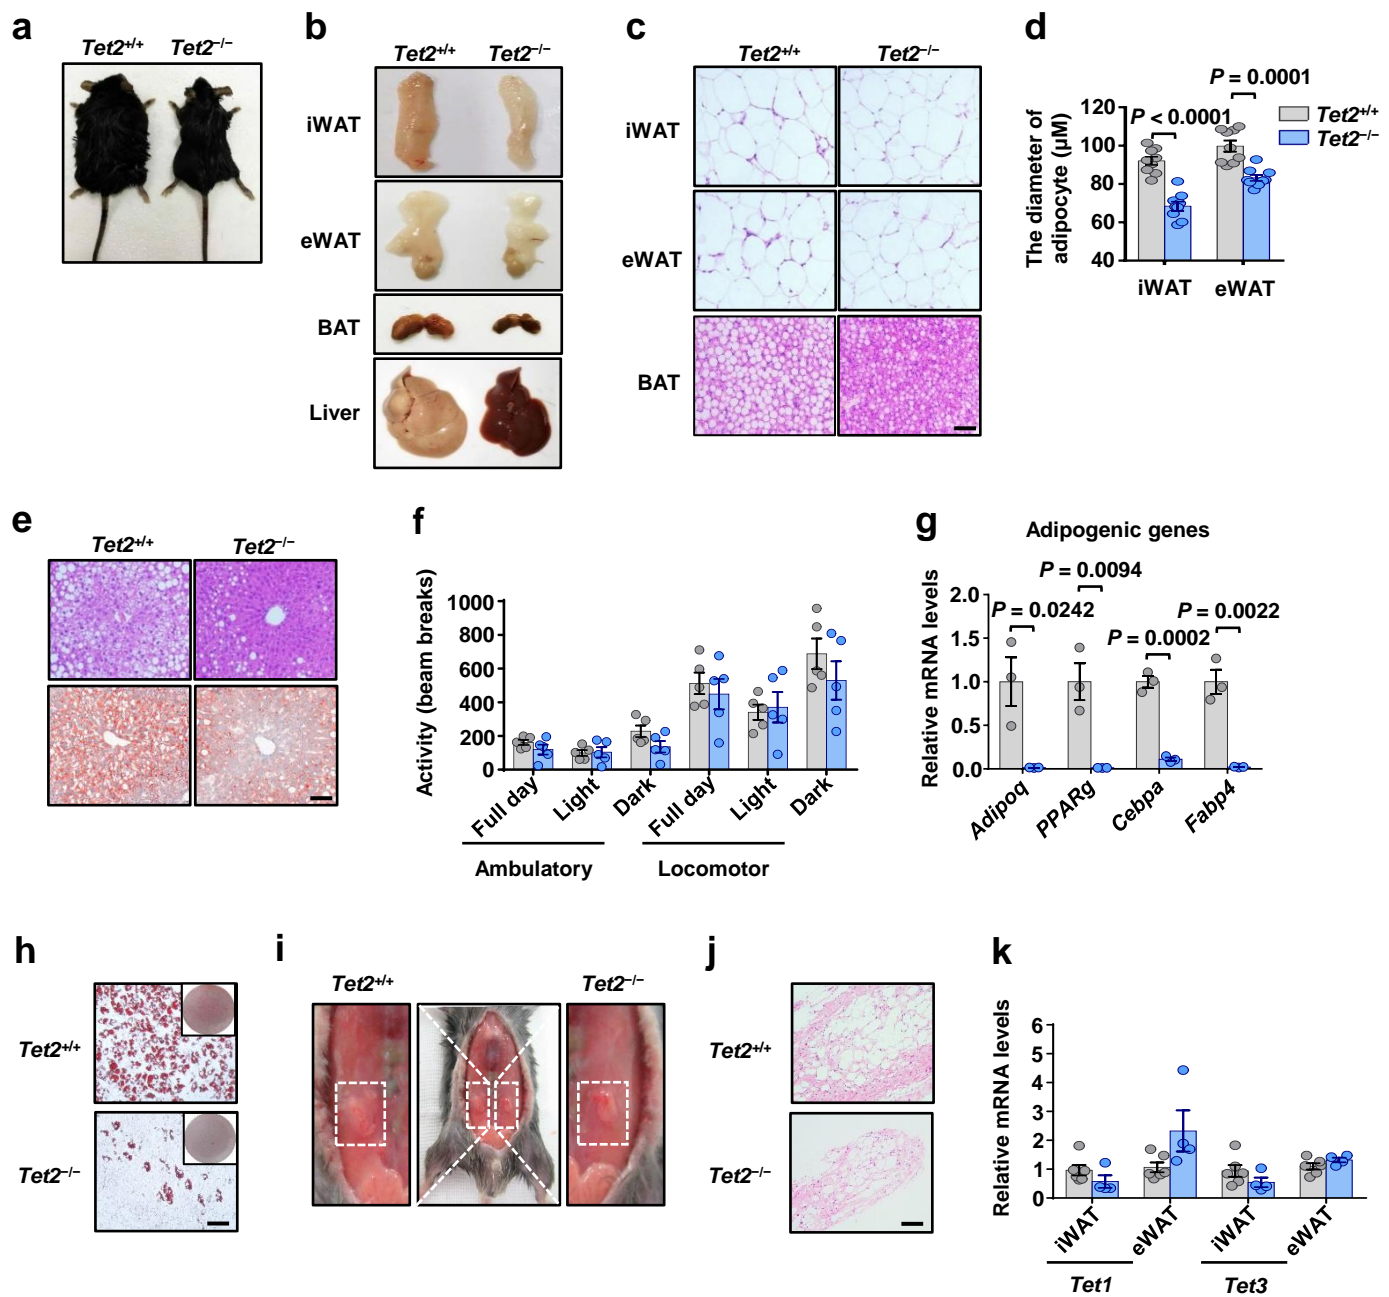

**Figure S4: Tet2 deficiency attenuates HFD-induced fat expansion**

(a) Representative images of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed HFD for 12 weeks, starting at 6 weeks of age.

(b) Representative images of fat pads and liver collected from *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed HFD for 12 weeks.

(c) Representative H&E staining of iWAT, eWAT and BAT of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed HFD for 12 weeks. Scale bars: 50  $\mu$ m.

(d) The average diameters of adipocytes in *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed HFD for 12 weeks were analyzed and quantified by the Image-Pro Plus software (n = 9 mice/group).

(e) Representative H&E and Oil Red O staining of liver of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed HFD for 12 weeks. Scale bars: 50  $\mu$ m.

(f) Physical activity in *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice after 5 weeks of HFD feeding (n = 5 mice/group).

(g) mRNA levels of adipogenic genes relative to *36b4* in differentiated ASCs from iWAT of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice (n = 3 mice/group).

- (h) Oil Red O staining of differentiated cells in (g). Low (top) and high magnification (bottom) are shown. Scale bar, 50  $\mu$ m.
- (i) Image of implantation sites after 5 weeks of HFD. ASCs from iWAT of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice were implanted into the abdominal subcutaneous depot in Matrigel.
- (j) Microscopy images of Matrigel plug with ASCs from iWAT of *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice in (i). Scale bar, 50  $\mu$ m.
- (k) mRNA levels of *Tet1* and *Tet3* relative to  $\beta$ -actin in iWAT and eWAT from *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice fed with ND (n = 6 *Tet2*<sup>+/+</sup>; n = 4 *Tet2*<sup>-/-</sup>). All data are presented as mean  $\pm$  SEM. Statistical values are determined by two-sided unpaired Student's t-test in (d, g and k), one-way ANCOVA test in (f). Source data are provided as a Source Data File.

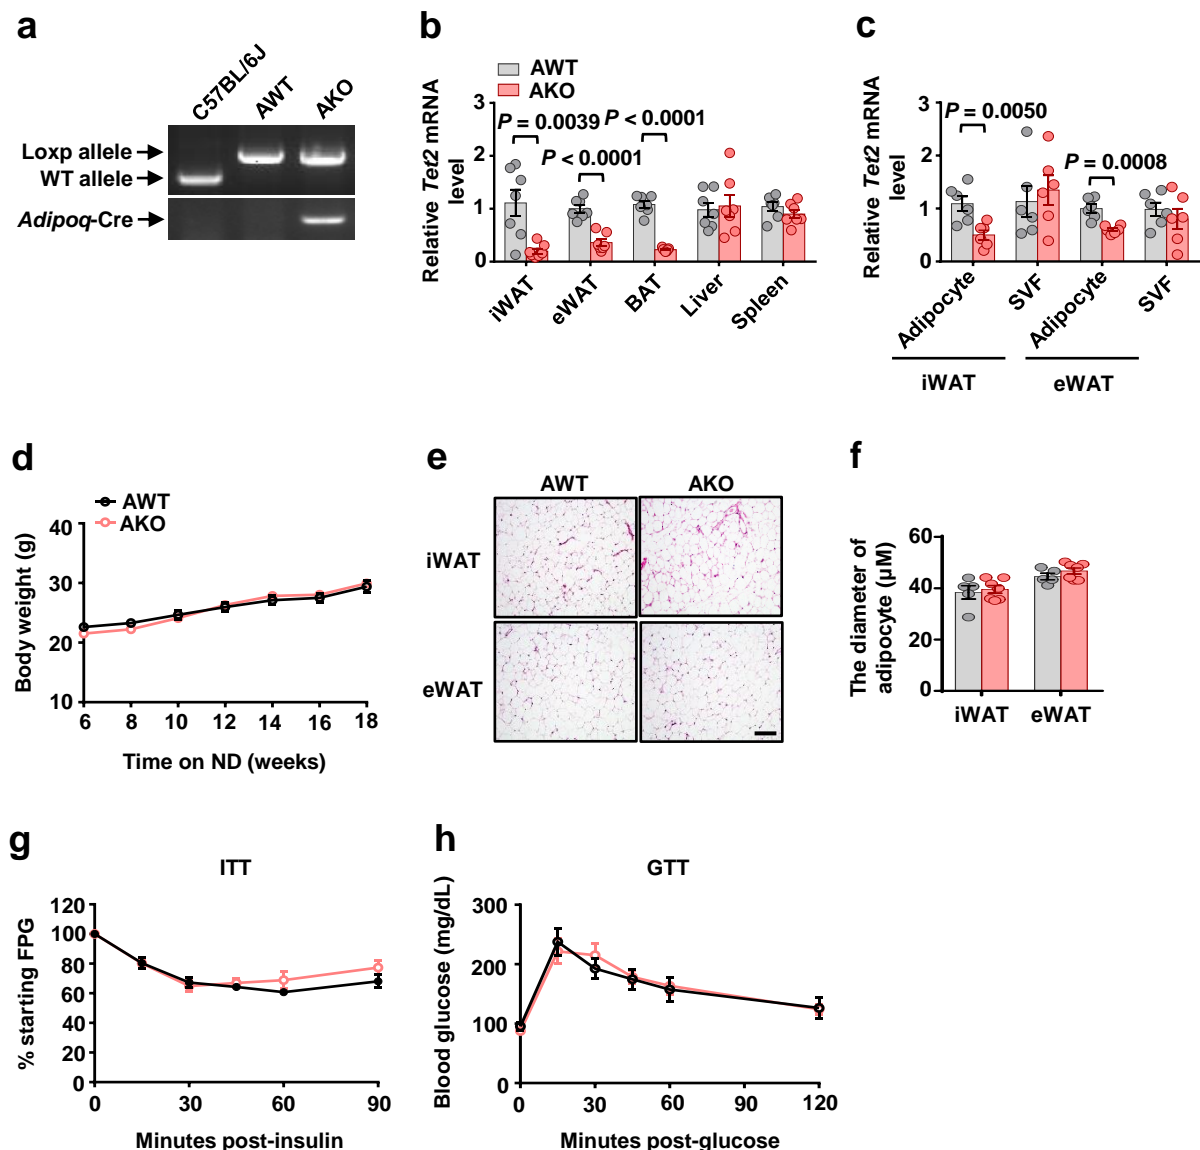

**Figure S5: Adipocyte-specific Tet2 deficiency has no effect on insulin sensitivity and glucose tolerance under ND-fed condition**

(a) PCR genotyping approach.

(b) *Tet2* mRNA levels relative to  $\beta$ -actin in iWAT, eWAT, BAT, liver, and spleen from the AWT and AKO mice fed ND for 18 weeks ( $n = 7$  mice/group).

(c) *Tet2* mRNA levels relative to *36b4* in adipocytes and relative to  $\beta$ -actin in SVF of iWAT and eWAT from the mice shown in b ( $n = 6$  mice/group).

(d) Body weight progression in AWT and AKO mice fed ND for 18 weeks ( $n = 5$  AWT;  $n = 7$  AKO).

(e) Representative H&E staining of iWAT and eWAT of AWT and AKO mice fed ND for 18 weeks. Scale bars: 50  $\mu$ m.

(f) The average diameters of adipocytes in AWT and AKO mice fed ND for 18 weeks were analyzed and quantified by the Image-Pro Plus software ( $n = 6$  mice/group).

(g) ITT at week 18 of life ( $n = 5$  AWT;  $n = 7$  AKO).

(h) GTT at week 18 of life ( $n = 5$  AWT;  $n = 7$  AKO). All data are presented as mean  $\pm$  SEM.  $P$  values are indicated on the graph. Statistical values are determined by two-sided unpaired Student's t-test. Source data are provided as a Source Data File.

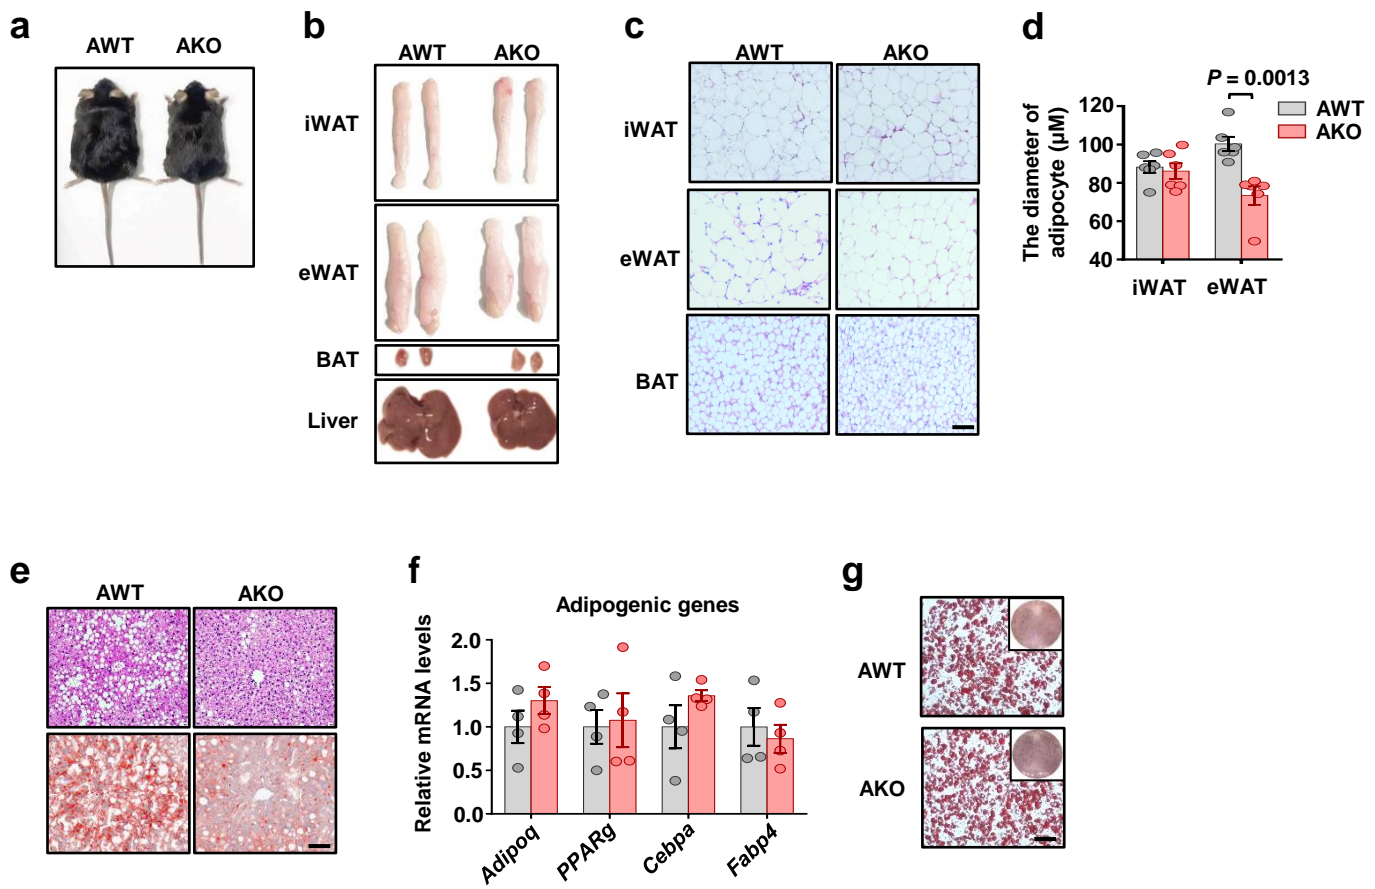

**Figure S6: Adipocyte-specific Tet2 deficiency protects against HFD-induced fat expansion**

(a) Representative images of AWT and AKO mice fed HFD for 12 weeks, starting at 6 weeks of age.

(b) Representative images of fat pads and liver collected from AWT and AKO mice fed HFD for 12 weeks.

(c) Representative H&E staining of iWAT, eWAT and BAT of AWT and AKO mice fed HFD for 12 weeks. Scale bars: 50  $\mu$ m.

(d) The average diameters of adipocytes in AWT and AKO mice fed HFD for 12 weeks were analyzed and quantified by the Image-Pro Plus software (n = 6 mice/group).

(e) Representative H&E and Oil Red O staining of liver of AWT and AKO mice fed HFD for 12 weeks. Scale bars: 50  $\mu$ m.

(f) mRNA levels of adipogenic genes relative to *36b4* in differentiated ASCs from iWAT of AWT and AKO mice (n = 4 mice/group).

(g) Oil Red O staining of differentiated cells in (f). Low (top) and high magnification (bottom) are shown. Scale bar, 50  $\mu$ m. All data are presented as mean  $\pm$  SEM. *P* values are indicated on the graph. Statistical values are determined by two-sided unpaired Student's *t*-test. Source data are provided as a Source Data File.

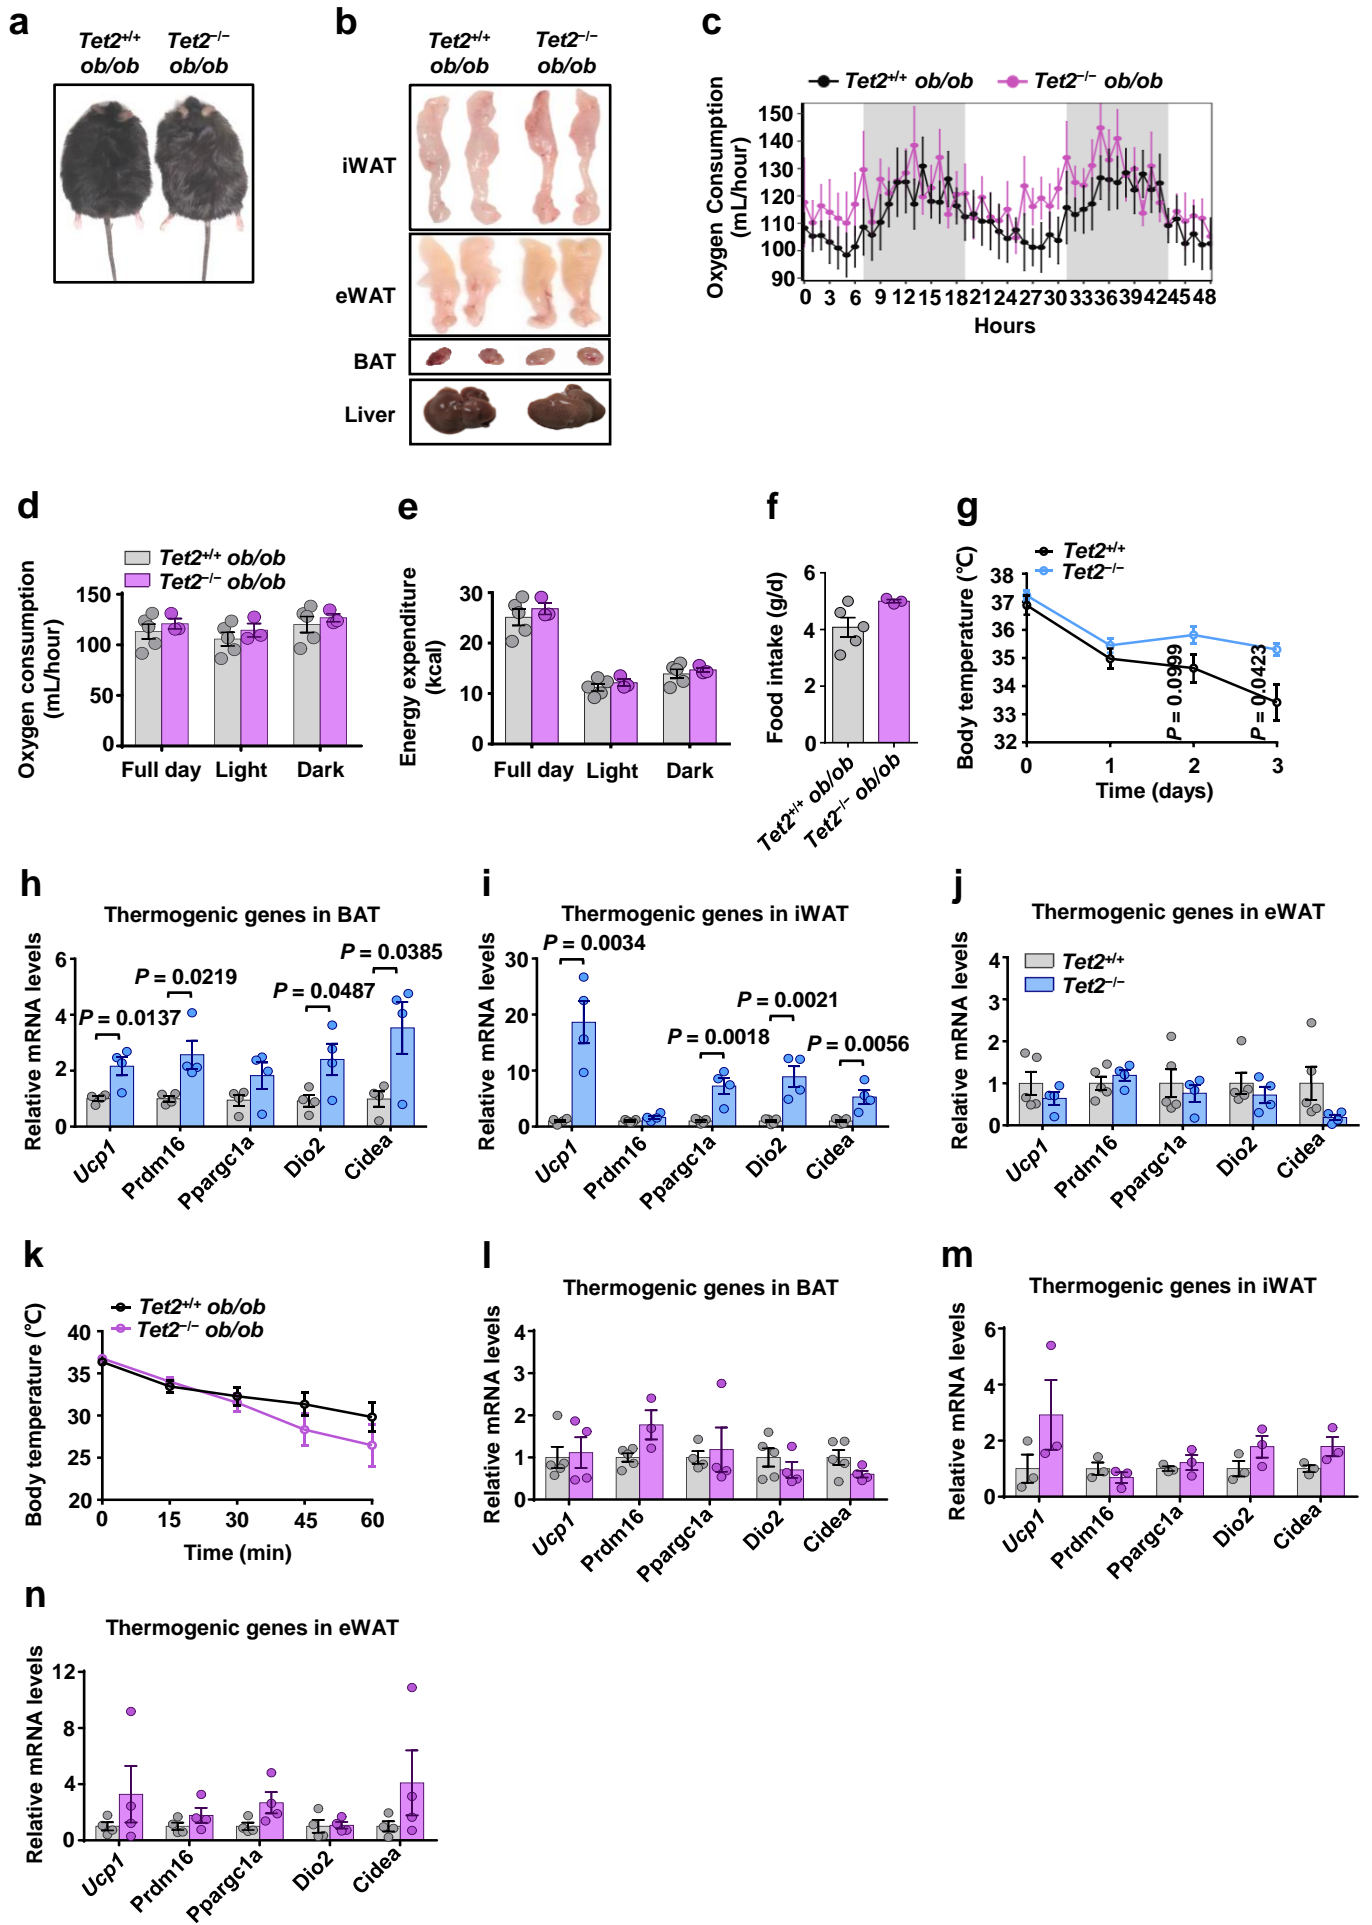

## Figure S7: Leptin deficiency normalizes the metabolic changes induced by Tet2 deficiency

(a) Representative images of *Tet2*<sup>+/+</sup> *ob/ob* and *Tet2*<sup>-/-</sup> *ob/ob* mice fed HFD for 14 weeks, starting at 5 weeks of age.

(b) Representative images of fat pads and liver collected from *Tet2*<sup>+/+</sup> *ob/ob* and *Tet2*<sup>-/-</sup> *ob/ob* mice fed HFD for 14 weeks.

(c-f) Changes in oxygen consumption (c) at different time points, oxygen consumption (d) and energy expenditure (e) during light, dark hours, and full day, and daily food intake (f) after 10 weeks of HFD feeding (n = 6 *Tet2*<sup>+/+</sup> *ob/ob*; n = 3 *Tet2*<sup>-/-</sup> *ob/ob*).

(g) Changes in rectal temperatures of HFD-fed *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice during cold exposure (n = 5 *Tet2*<sup>+/+</sup>; n = 4 *Tet2*<sup>-/-</sup>).

(h-j) mRNA levels of thermogenic genes relative to *β-actin* in BAT (h), iWAT (i) and eWAT (j) of HFD-fed *Tet2*<sup>+/+</sup> and *Tet2*<sup>-/-</sup> mice (n = 4-5 mice/group).

(k) Changes in rectal temperatures of *Tet2*<sup>+/+</sup> *ob/ob* and *Tet2*<sup>-/-</sup> *ob/ob* mice during cold exposure (n = 5 *Tet2*<sup>+/+</sup> *ob/ob*; n = 4 *Tet2*<sup>-/-</sup> *ob/ob*).

(l-n) mRNA levels of thermogenic genes relative to *β-actin* in BAT (l), iWAT (m) and eWAT (n) of *Tet2*<sup>+/+</sup> *ob/ob* and *Tet2*<sup>-/-</sup> *ob/ob* mice (n = 3-5 mice/group). All data are presented as mean ± SEM. Statistical values are determined by one-way ANCOVA test in (d and e), two-sided unpaired Student's t-test in (f-n). Source data are provided as a Source Data File.

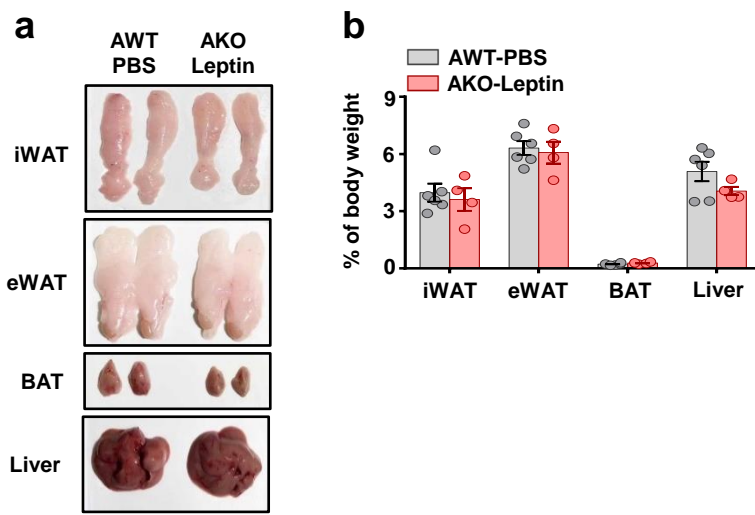

**Figure S8: Adipocyte-specific Tet2 deficiency has no effect on HFD-induced fat expansion after leptin supplementation**

(a) Representative images of fat pads and liver collected from HFD-fed AWT and AKO mice supplemented with PBS or leptin for 10 weeks, starting at 5 weeks of HFD.

(b) Relative tissue weights of iWAT, eWAT, BAT, and liver mass after 10 weeks of PBS or leptin supplementation (n = 6 AWT-PBS; n = 4 AKO-Leptin). All data are presented as mean  $\pm$  SEM. Statistical values are determined by two-sided unpaired Student's t-test. Source data are provided as a Source Data File.

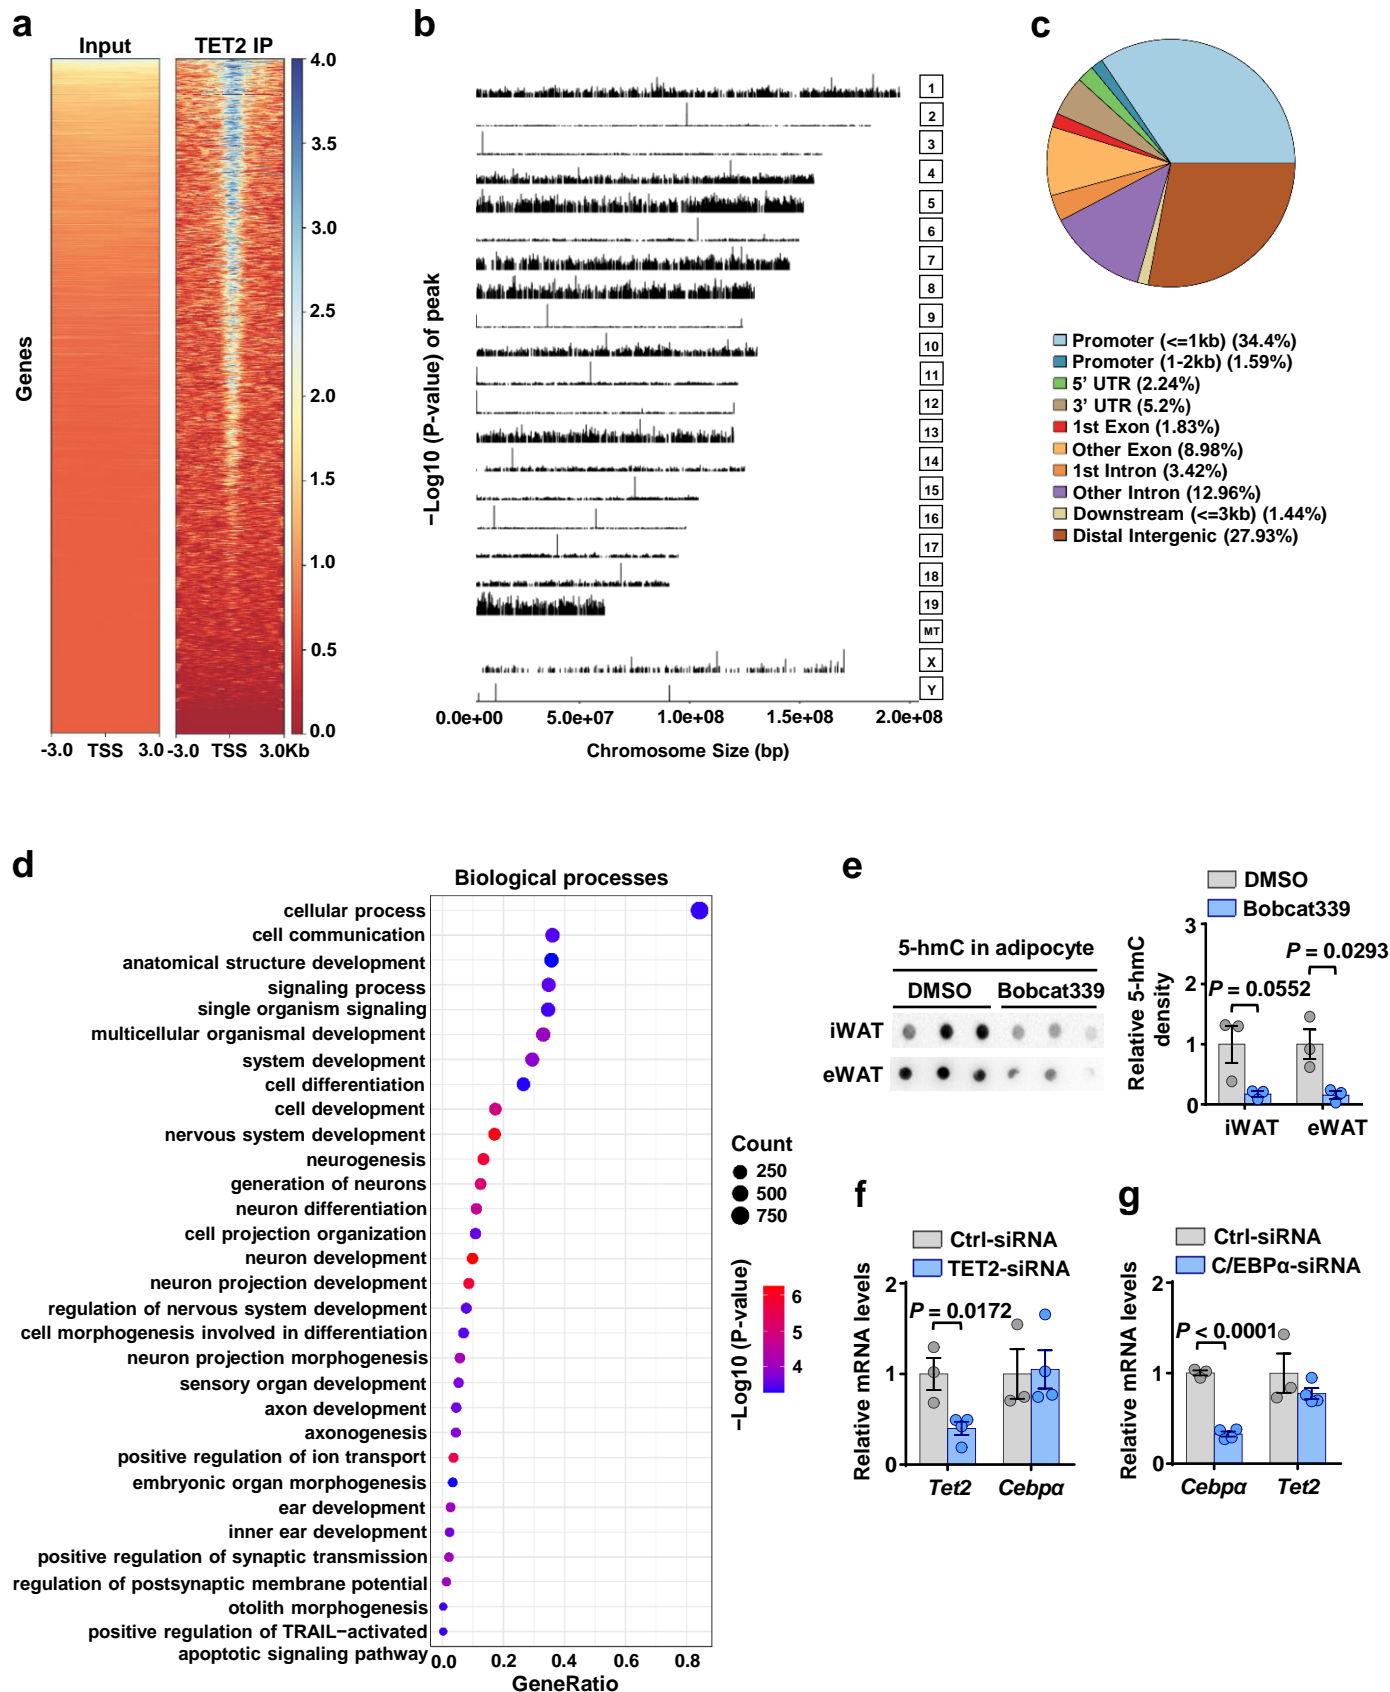

**Figure S9: ChIP-seq data analysis and the interactions between C/EBP $\alpha$  and TET2**

(a) Heatmaps of chromatin immunoprecipitation sequencing (ChIP-seq) signal for Input and TET2 antibody immunoprecipitates (TET2 IP). Red-blue color scale is used; red indicates high expression and blue indicates low expression.

(b) Ideogram of genomic location of TET2 peaks (14103 peaks) in differentiated adipocytes.

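Each TET2 peak was assigned by its midpoint to 1 class, with promoters taking precedence, and the same was done for 1000 random placements within chromosomes. Distal intergenic positions held 3542 peaks, or 25.1% (exact 95% binomial interval 24.4% to 25.8%), against 47.0% on average at random. Introns held 17.0% against 36.4%, other exons 6.91% against 1.45%, and 3′ UTRs 3.04% against 1.16%. Positions 1 to 2 kb from a TSS held 5.23% (4.86% to 5.61%) against 5.07%, within the range of the random placements. The median −log10 p was 6.90 for peaks within 1 kb of a TSS and 6.18 for distal intergenic peaks.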

(c) Distribution of TET2 peaks over genomic elements in differentiated adipocytes.

- (d) Gene ontology enrichment analysis of biological processes for the genes associated with TET2 peaks. The intensity of the color represents the  $p$  value, determined by a hypergeometric test.
- (e) Genomic 5-hmC levels in adipocytes from iWAT and eWAT treated with DMSO or Bobcat339 for 24 h ( $n = 3$ ).
- (f) mRNA levels of *Tet2* and *Cebpa* relative to *36b4* in adipocytes treated with Ctrl-siRNA or TET2-siRNA for 24 h ( $n = 3$ ).
- (g) mRNA levels of *Tet2* and *Cebpa* relative to *36b4* in adipocytes treated with Ctrl-siRNA or C/EBP $\alpha$ -siRNA for 24 h ( $n = 3$ ). All data are presented as mean  $\pm$  SEM.  $P$  values are indicated on the graph. Statistical values are determined by two-sided unpaired Student's  $t$ -test. Source data are provided as a Source Data File.

# Supplementary material for: A negative feedback loop between TET2 and leptin in adipocyte regulates body weight
**Source:** Nat Commun. 2024 Apr 1;15:2825. doi: 10.1038/s41467-024-46783-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** TET2 ChIP-seq peak annotation data for differentiated primary adipocytes

# Supplementary material for: A negative feedback loop between TET2 and leptin in adipocyte regulates body weight
**Source:** Nat Commun. 2024 Apr 1;15:2825. doi: 10.1038/s41467-024-46783-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Applied Biosystem QuantStudio Real-Time PCR System version 1.6.1 (qPCR), OLYMPUS CX41-32RFL microscope system (immunochemistry). Western blot images were captured by Image Lab version 4.0 (Bio-Rad). The SRA files of RNA-seq were retrieved from a public database (GSE132706) utilizing the sra-tools software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | Image-Pro Plus 6.0 (imaging analysis). The SRA files of RNA-seq were transformed into fastq format for upstream analysis. Alignment procedures were conducted using hisat2 2.2.1 software against the mm10 version of the reference genome. Quantification of gene expression from RNA-seq data was performed using featureCounts 2.0.6 to generate a count matrix file, employing the mm10 version of the gene annotation file. The TPM (Transcripts Per Million) values were computed using R 4.2.0 software. Raw sequence quality of ChIP-seq was assessed with Fastqc software. NGS QC Toolkit was used to remove poor quality sequences, illumina-specific sequences and adapters from the reads. Reads were aligned against reference genome GRCh38 with bowtie1. Peak calling and read density in peak regions were performed by MACS2. R package ChIPseeker was used for downstream analysis of peaks, such as annotations, visualizations binding site distribution relative to features and obtaining enriched pathways. GraphPad Prism 9 and Microsoft Office Excel 2021 (v.16.56) were used for statistical analyses. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk RNA-seq data of iWAT and eWAT used in this study are available in the GEO database under accession number GSE132706. Hyperlink: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132706>. The microarray data of human adipocytes67 used in this study are available in the GEO database under accession number GSE44000. Hyperlink: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44000>. ChIP-seq data of differentiated adipocytes generated in this study have been deposited in the GEO database under accession number GSE252186. Hyperlink: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252186>. All other data are available in the article and its supplementary files or from the corresponding author upon request. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | We have reported the sex of the subjects in all of the human studies in Supplementary Table1.                                                                                                                                                                                                                                                                                                                                              |
| Reporting on race, ethnicity, or other socially relevant groupings | We have not reported on race, ethnicity, or other socially relevant groupings in this manuscript.                                                                                                                                                                                                                                                                                                                                          |
| Population characteristics                                         | Human SAT samples were collected from two groups: obese donors (BMI $\geq 30$ kg/m <sup>2</sup> , age $30.2 \pm 3.9$ years) who met the recruitment criteria for bariatric surgery, and nonobese donors (BMI $< 30$ kg/m <sup>2</sup> , age $40.8 \pm 2.7$ years) undergoing non-acute cholecystectomy surgery.                                                                                                                            |
| Recruitment                                                        | The participants were randomly recruited at The Second Xiangya Hospital of Central South University. There is no potential self-selection bias or other biases. All participants recruited in the study signed informed consent. Obese donors (BMI $\geq 30$ kg/m <sup>2</sup> ) who met the recruitment criteria for bariatric surgery, and nonobese donors (BMI $< 30$ kg/m <sup>2</sup> ) undergoing non-acute cholecystectomy surgery. |
| Ethics oversight                                                   | This study was conducted in accordance with the Declaration of Helsinki and was approved by the Ethics Committee of the Second Xiangya Hospital of Central South University (No. LYF2022207). Written informed consent was obtained from all human donors prior to their enrollment in the study.                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size was decided based on previous studies of similar experiments in the metabolism field. For animal experiments, $n \geq 4$ was chosen based on the previous publications (Meilian Liu et al, 2014, Cell Metabolism; Haiyan Zhou et al, 2021, Nature Communications). For in vitro experiments, $n \geq 3$ was chosen based on the previous publications (Tuo Deng et al., 2013, Cell metabolism) and this size is necessary to calculate statistical significances. |
| Data exclusions | Mice that did not respond to glucose/insulin in GTT/ITT experiments were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were, at least, twice repeated and the results were successful in replication.                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Age and gender matched mice were randomly allocated to experimental groups. For cell culture experiments, cells were randomly assigned to experimental groups. The participants were randomly recruited at The Second Xiangya Hospital of Central South University.                                                                                                                                                                                                                                                                         |
| Blinding        | Animal experiments were performed blindly by two investigators. For cell culture experiments, investigators were not blinded to treatments, because the investigators who performed the experiments was the person making the analysis. However, no subjective assessments were made. Human data were analyzed blindly because human SAT samples were collected and grouped by surgeons, who were not involved in the subsequent analysis.                                                                                                  |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Neutralizing leptin antibody (R and D Systems, Cat# AF498, RRID:AB\_355394); anti-5-mC (Active Motif, Cat#61255, RRID:AB\_2783884, diluted 1:1000 for dot blot); anti-5-hmC (Active Motif, Cat#39791, RRID:AB\_2630381, diluted 1:1000 for dot blot); anti-TET2 (Proteintech, Cat#21207-1-AP, RRID:AB\_10734584, diluted 1:1000 for WB, diluted 1:100 for ChIP; Abcam; Cat#94580, RRID:AB\_10887588, diluted 1:200 for IHC); anti-C/EBP $\alpha$  (GeneTex, Cat# GTX100674, RRID:AB\_10618812, diluted 1:100 for ChIP; Cell Signaling Technology, Cat#8178, RRID:AB\_11178517, diluted 1:1000 for WB); anti-p-STAT3 (Cell Signaling Technology, Cat#9145, RRID:AB\_2491009, diluted 1:200 for IHC); anti- $\beta$ -actin (Sigma-Aldrich, Cat#A5316, RRID:AB\_476743, diluted 1:40000 for WB); HRP Conjugated AffiniPure Goat Anti-Rabbit IgG (Boster, Cat#BA1054, diluted 1:5000 for dot blot and WB, diluted 1:200 for IHC).

### Validation

Neutralizing leptin antibody  
[https://www.rndsystems.com/cn/products/mouse-leptin-ob-antibody\\_af498](https://www.rndsystems.com/cn/products/mouse-leptin-ob-antibody_af498)  
 Reactivity: Mouse  
 Antibody Type: Polyclonal  
 Host Species: Goat  
 Product Citation: Kim, et al. 2015. Nat Immunol.

anti-5-mC  
<https://www.activemotif.com.cn/catalog/details/61255/5-methylcytosine-antibody-pab>  
 Reactivity: Human, Not Species Specific  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Yundong H, et al. 2021. Nat Commun

anti-5-hmC  
<https://www.activemotif.com.cn/catalog/details/39791/5-hydroxymethylcytidine-antibody-pab>  
 Reactivity: Human, Mouse, Not Species Specific  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Carolina M G, et al. 2016. Nat Commun

anti-TET2  
<https://www.ptgcn.com/products/TET2-Antibody-21207-1-AP.htm>  
 Reactivity: Human, Mouse  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Maria A H, et al. 2019. Sci Adv  
<https://www.abcam.cn/products/primary-antibodies/tet2-antibody-ab94580.html>  
 Reactivity: Human, Mouse  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Jiadi Lv et al. 2022. Nat Cell Biol

anti-C/EBP $\alpha$   
<https://www.genetex.cn/Product/Detail/C-EBP-alpha-antibody-N1-N-term/GTX100674>  
 Reactivity: Human, Mouse, Sheep  
 Antibody Type: Polyclonal  
 Host Species: Rabbit

Product Citation: Wu JS, et al. 2017. Mol Neurobiol  
<https://www.cellsignal.cn/products/primary-antibodies/c-ebpa-d56f10-xp-rabbit-mab/8178>  
 Reactivity: Human, Mouse  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Wu SC, et al. 2022. Nat Commun

anti-p-STAT3  
<https://www.cellsignal.cn/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145>  
 Reactivity: Rabbit, Sheep, Mouse, Human  
 Antibody Type: Polyclonal  
 Host Species: Rabbit  
 Product Citation: Moro CF, et al. 2023. Nat Commun

anti- $\beta$ -actin  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/a5316>  
 Reactivity: Rabbit, Sheep, Mouse, Human  
 Antibody Type: Monoclonal  
 Host Species: Mouse  
 Product Citation: Lee EW, et al. 2012. Nat Commun

HRP Conjugated AffiniPure Goat Anti-Rabbit IgG  
<https://www.bosterbio.com/hrp-conjugated-goat-anti-rabbit-igg-secondary-antibody-ba1054-boster.html>  
 Reactivity: Rabbit  
 Antibody Type: Polyclonal  
 Host Species: Goat  
 Product Citation: Yuxuan Yang, et al. 2023. Nat Commun

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                        |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 3T3-L1 cells were purchased from ATCC.                                                                                                                                                                 |
| Authentication                                                       | 3T3-L1 cells were authenticated by suppliers. This cell line was also authenticated through lipid accumulation during adipocyte differentiation and analysis of adipogenic gene expression using qPCR. |
| Mycoplasma contamination                                             | 3T3-L1 cells was tested negative for mycoplasma contamination.                                                                                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were applied in this study.                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6-week-old C57BL/6J mice and 12-week-old C57BL/6J ob/ob (Lepob/Lepob) mice were purchased from Slac Laboratory Animal Inc and the Model Animal Research Center of Nanjing University, respectively. Heterozygous leptin knockout mouse (ob/+) mice (Stock: 19006A) were purchased from Jiangsu Wukong Biotechnology Co. LTD. Tet2 <sup>-/-</sup> mice were generated and kindly provided by Dr. Xu' group. 6-week-old Adipoq-Cre mice (B6.FVB-Tg (Adipoq-Cre)1Evdrl/J; Stock 028020) and Tet2 <sup>fl/fl</sup> mice (B6;129S-Tet2tm1.1laai/J; Stock 017573) were both obtained from the Jackson Laboratory and bred to generate experimental mice groups, including Tet2 <sup>fl/fl</sup> and Tet2 <sup>AdipoqCre</sup> . Tet2 <sup>-/-</sup> mice were crossed with ob/+ mice to generate Tet2 and leptin double knockout mice (Tet2 <sup>+/+</sup> ob/ob). Tet2 <sup>+/+</sup> , Tet2 <sup>-/-</sup> , AWT and AKO mice fed HFD for 12 weeks, starting at 6 weeks of age. AWT-PBS and AKO-Leptin mice supplemented with PBS or leptin for 10 weeks, starting at 5 weeks of HFD. Tet2 <sup>+/+</sup> ob/ob and Tet2 <sup>-/-</sup> ob/ob mice fed HFD for 14 weeks, starting at 5 weeks of age. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Reporting on sex        | The sex of mice used for experiments is male, as male mice exhibited a significantly higher percentage of visceral fat, body fat (Elise Jeffery, et al. Cell Metab. 2016) and weight gain (Abigail E. Salinero, et al. Int J Obes (Lond). 2018), worsened glucose tolerance and decreased insulin sensitivity (Medrikova, D., et al. Int J Obes (Lond). 2012) compared with female mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All animal studies were performed in accordance with procedures approved by the Central South University Animal Care and Use Committee.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252186">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252186</a>                                                                            |
| Files in database submission                                       | GSM7996293 ChIP<br>GSM7996294 Input<br>RAW data has been deposited in the GEO database and will be made public after publication.                                                                                  |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

## Methodology

|                         |                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | A cell quantity of 5×10 <sup>7</sup> primary ASCs that were induced to differentiate into mature adipocytes, as described in the paper. Input and IP samples were generated for each condition. |
| Sequencing depth        | Paired-end sequencing was performed to obtain 10.7 GB reads.                                                                                                                                    |
| Antibodies              | anti-TET2 (Proteintech, Cat#21207-1-AP)                                                                                                                                                         |
| Peak calling parameters | Peak calling was conducted by MACS2. The 1e-5 was the setting for the p-value option.                                                                                                           |

Data quality

Raw sequence quality was assessed with Fastqc software. NGS QC Toolkit was used to remove poor quality sequences, Illumina-specific sequences and adapters from the reads. Reads were aligned against reference genome GRCm39 with bowtie1.

Software

Aligner: bowtie1  
Peak caller: MACS2  
Peak annotation: R package ChIPseeker

# Supplementary material for: A negative feedback loop between TET2 and leptin in adipocyte regulates body weight
**Source:** Nat Commun. 2024 Apr 1;15:2825. doi: 10.1038/s41467-024-46783-x
**Supplement:** Supplementary file 6 — Supplementary tables

**Table S1:**

| Clinical parameters      | Subject population (N=15)    |                              |
|--------------------------|------------------------------|------------------------------|
|                          | Nonobese (N=8) Mean $\pm$ SE | Obese (N=7) Mean $\pm$ SE    |
| Age (years)              | 40.8 $\pm$ 2.7               | 30.2 $\pm$ 3.9               |
| Sex (Female/Male)        | 4/4                          | 3/4                          |
| BMI (kg/m <sup>2</sup> ) | 23.1 $\pm$ 1.3               | 37.2 $\pm$ 3.8* $p$ = 0.0002 |
| TC (mmol/L)              | 3.7 $\pm$ 0.3                | 3.9 $\pm$ 0.2                |
| TG (mmol/L)              | 1.0 $\pm$ 0.2                | 2.0 $\pm$ 0.5* $p$ = 0.0277  |
| HDL (mmol/L)             | 1.1 $\pm$ 0.1                | 0.9 $\pm$ 0.1                |
| LDL (mmol/L)             | 2.2 $\pm$ 0.2                | 2.6 $\pm$ 0.2* $p$ = 0.0313  |

Table S1. Phenotypic parameters of the nonobese (BMI <30 kg/m<sup>2</sup>) and obese (BMI  $\geq$ 30 kg/m<sup>2</sup>) human subjects. Asterisks indicate significant differences ( $P$  < 0.05 by two-sided unpaired Student's t-test) between nonobese and obese subjects. Phenotype abbreviations: body mass index (BMI), total cholesterol (TC), triglycerides (TG), high-density lipoprotein cholesterol (HDL) and low-density lipoprotein cholesterol (LDL). Data represent Means $\pm$ SEM.

**Table S2: siRNA primer sequences**

| Genes                           | Primers (5'-3')           |
|---------------------------------|---------------------------|
| <i>Jak2</i>                     | GGAGAGTATCTGAAGTTTC       |
| <i>Stat3</i>                    | CCACGTTGGTGTTCATAA        |
| <i>C/EBP<math>\alpha</math></i> | AGAAGTCGGTGGACAAGAA       |
| <i>SP1</i>                      | GGATGGTTCTGGTCAAATA       |
| <i>Tet2</i>                     | GTCACTGCATGTTTGGACTTCTCTG |

**Table S3: mRNA primer sequences (m: mouse; h: human)**

| Genes                            | Primers (5'-3')                                                         |
|----------------------------------|-------------------------------------------------------------------------|
| <i>m36b4</i>                     | Forward: TTATAACCCTGAAGTGCTCGAC<br>Reverse: GTAAGTGGGAAGGTGTACTCAG      |
| <i>m<math>\beta</math>-actin</i> | Forward: ACCGTGAAAAGATGACCCAG<br>Reverse: GAGCATAGCCCTCGTAGATG          |
| <i>mTet1</i>                     | Forward: ACATCCCACAGACCGAAGAT<br>Reverse: TTCTGGGGTTTTCACTCCTC          |
| <i>mTet2</i>                     | Forward: CTCGCATCAGAACTCTACTCAG<br>Reverse: GTCTCTGGATTCTCACCCTG        |
| <i>mTet3</i>                     | Forward: GAACTCATGGAGGATCGGTATGGA<br>Reverse: CAGCTTCTCCTCCAGTGTGTGTCTT |
| <i>mStat3</i>                    | Forward: TGGAAGAGGCGGCAGCAGATAGC                                        |

| Genes               | Primers (5'-3')                                                     |
|---------------------|---------------------------------------------------------------------|
| <i>mJak2</i>        | Reverse: GCACGGCCCCCATTTCCCACAT<br>Forward: CGGCATGATTTTGTTCACGG    |
| <i>mDio2</i>        | Reverse: GATAGTCTTGGATCTTCGCTCG<br>Forward: CAGTGTGGTGCACGTCTCCAATC |
| <i>mUcp-1</i>       | Reverse: TGAACCAAAGTTGACCACCAG<br>Forward: AGAAGGATTGCCGAAACTGTAC   |
| <i>mCidea</i>       | Reverse: GCCACACCTCCAGTCATTAAG<br>Forward: TGACATTCATGGGATTGCAGAC   |
| <i>mPrdm16</i>      | Reverse: GGCCAGTTGTGATGACTAAGAC<br>Forward: ACAGGCAGGCTAAGAACCAG    |
| <i>mPpargc1a</i>    | Reverse: CGTGGAGAGGAGTGTCTTCAG<br>Forward: ACTGAGCTACCCTTGGGATG     |
| <i>mAdiponectin</i> | Reverse: TAAGAATTTCTGGTGGTGACA<br>Forward: TG TTCCTCTTAATCCTGCCCA   |
| <i>mPPARg</i>       | Reverse: CCAACCTGCACAAGTTCCCTT<br>Forward: TCGCTGATGCACTGCCTATG     |
| <i>mCebpa</i>       | Reverse: GAGAGGTCCACAGAGCTGATT<br>Forward: CAAGAACAGCAACGAGTACCG    |
| <i>mFabp4</i>       | Reverse: GTCACTGGTCAACTCCAGCAC<br>Forward: AAGGTGAAGAGCATCATAACCCT  |
| <i>mLeptin</i>      | Reverse: TCACGCCTTTTCATAACACATTCC<br>Forward: GTGCCTATCCAGAAAGTCCAG |
| <i>hβ-ACTIN</i>     | Reverse: GACCTGTTGATAGACTGCCAG<br>Forward: ACCACACCTTCTACAATGAGC    |
| <i>hTET2</i>        | Reverse: GCGTACAGGGATAGCACAG<br>Forward: CTTTCCTCCCTGGAGAACAGCTC    |
| <i>hLEPTIN</i>      | Reverse: TGCTGGGACTGCTGCATGACT<br>Forward: CAAGATGACACCAAAACCCTC    |
|                     | Reverse: ACGTTTCTGGAAGGCATACTG                                      |

How the deposited data were processed for this re-analysis (not part of the article)

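TET2 binding was measured by ChIP-seq in adipocytes differentiated in culture from stem cells of inguinal white fat, with 1 TET2 library and 1 input library. The authors trimmed the reads, aligned them with bowtie1, called peaks with MACS2 against the input and annotated them with ChIPseeker. The deposited list gives for each peak its interval and the −log10 p that the authors' peak caller computed, and that value was used only to describe, rank and filter peaks within the list. The methods name GRCm39, while transcript coordinates in Supplementary Data 1 and the Lep TSS are those of GRCm38, and no peak midpoint falls in an assembly gap of GRCm38. RefSeq and GENCODE M21 annotations of that build were used, and no coordinates were converted.

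The first 1874 of the 14103 rows of Supplementary Data 1 were used, to check the deposited list and to recover pileup, fold enrichment and q-value. The 308 distinct −log10 p values in these rows each go with one pileup, fold enrichment and q-value, and the −log10 p equals the Poisson tail of the pileup over the background that the fold enrichment gives. On that basis 13295 of the deposited peaks received the 3 values, and 808 did not. The list gives no read totals, and the reporting summary gives the sequencing yield as a volume of data without reads per library. Pileups of 8 or fewer fragments account for 59.1% of the peaks with a recovered pileup, so single peaks are imprecise.

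The design fixed before the data were examined placed peaks by their summits. The deposited list has none, so midpoints were used instead. In the rows of the supplement used here the summit was a median of 50 bp from the midpoint. The authors' classes put 33.1% of these rows within 1 kb of a TSS, and the nearest TSS of any gene put 39.3% there by midpoint and 39.2% by summit. With 1 library there are no replicates, so no p-value was computed across peaks. Shares have exact 95% binomial intervals and counts per chromosome exact 95% Poisson intervals, which cover counting error only. Expected shares came from 1000 random placements within chromosomes, and gene families were compared with 10000 random lists of protein-coding genes, also matched on the CpG ratio of their promoters in 20 groups. Motifs were searched 100 bp each side of the midpoint and compared with windows 1 kb either side, and for promoter peaks with promoters over 3 kb from any peak, at the same offset from the TSS and matched within 2 percentage points of GC content. Peaks over 1 kb from a TSS were compared, by a test added later, with random places of the same chromosome over 1 kb from a TSS and over 3 kb from a peak, matched on GC content in the same way. Copies of a peak in the genome were counted with blastn 2.17.0 as matches of at least 100 bp and 90% identity. Statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1, and figures with matplotlib 3.10.9. The placement and motif steps were tested on simulated data: 40.0% of 13828 simulated peaks were placed at promoters and 40.0% were recovered, and a motif planted in 30.0% of 1000 sequences was recovered in 30.0%. The simulated peaks lay clearly inside or outside the promoter window, and the other sequences lacked the motif. These values therefore check the code, and not the error of midpoints or matches by chance.

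The named genes were the 10 peaks with the largest −log10 p, the 10 with the largest −log10 p among peaks within 1 kb of a TSS, and every gene the paper names that has a peak. Alternatives were thresholds on q, p and fold enrichment, other windows and TSS sets, other measures for ranking, other motifs and control windows. Of the 4 thresholds, that on fold enrichment used recovered values only, which leaves out 287 of the 621 peaks with a larger −log10 p than the peak at Lep. Gene ontology, the input library by itself and the read signal were not analysed here.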

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

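The tests of high-copy sequence reported here were chosen after the peaks with the largest −log10 p had been seen. The paper does not report on these peaks.

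The mitochondrial genome holds 5 peaks, which cover 40.0% of its 16299 bp, with −log10 p from 22.2 to 85.5. The ribosomal RNA region of chromosome 17, from 39843013 to 39848827, holds 4 peaks that cover 65.9% of it, with −log10 p from 66.9 to 76.2. The largest value of the list, 335.2, belongs to a peak on chromosome 2 from 98666308 to 98667524 at Gm10800, and a second peak at Gm10801, from 98662052 to 98662983, has 193.1. The others among the 10 largest lie at Gm33838, Zc3h7a, Cmss1, Chl1, Lars2 and Gm10722, and near Gm37350 and Gm9075. The 10 largest among peaks within 1 kb of a TSS lie at Gm10800, Zc3h7a, Gm10801, Gm10722, Gm10718, mt-Co1, Drg1, Gm26917 and Gm42418, with more than 1 of them at Gm26917.

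Among the 20 peaks with the largest −log10 p, 18 (90.0%, exact 95% binomial interval 68.3% to 98.8%) met at least 1 criterion of high-copy sequence, against 33.0% (26.5% to 40.0%) of 200 other peaks drawn at random. The criteria were a place on the mitochondrial genome or similarity to it, a place in the ribosomal RNA region, at least 80% repeat-masked bases, and at least 5 matches in the genome. The mitochondrial and ribosomal criteria name regions seen among the largest peaks, so the 90.0% is partly set by that choice. By the number of matches alone, 14 of the 20 and 61 of the 200 met the criterion. The 20 peaks had a median of 16.5 matches and the random peaks a median of 1. Reads from high-copy sequence collapsed onto few places of the assembly are therefore a candidate explanation for the largest values. The peaks at Drg1 and at Gpx3, the latter named after its value was seen, met no criterion. The design has no second condition, so no biological explanation was tested.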

How the results depend on the processing

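All alternatives were set before the data were examined except 1, the GC-matched control for peaks over 1 kb from a TSS, which was chosen after seeing the data. No paired analysis was possible because there is 1 TET2 library and 1 input library and no result comes from a test between groups. Of 114 values under alternatives, 52 stayed the same, 61 moved and 1 reversed. A share or motif ratio counts as the same within the 95% interval of the value reported, the ratio to random placements within the range that the placements give, a count or distance within 1.5 times, and a rank only if unchanged, so a shift by 1 place counts as moved. Reversed applies only to motif ratios, which have a direction around 1, and only where the intervals of both values exclude 1.

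The number of peaks was 4967 with at least 5-fold enrichment, where 808 peaks have no recovered value. Under that threshold chromosome 2 ranked 6 and chromosome 4 ranked 4 in peaks per Mb, 2973 genes had a promoter peak, the promoter share was 49.5% and the distal share 21.0%, 6.68% of the peaks had a larger −log10 p than the Lep peak, and the C/EBP motif ratio was 0.496. Promoter peaks were then found for 8.11% of developmental, 11.6% of nervous system, 12.9% of cell maintenance and 0.211% of sensory receptor genes, against 10.6% of all protein-coding genes, so the developmental families lie below that share, where they had been above the share of all genes in the full list. Their interval holds the share of all genes in both cases (4.61% to 13.0% here), so neither position is a difference and this is not counted as a reversal. Fewer peaks by construction lower these shares. With q of at most 0.01 the promoter share was 43.6%, the distal share 23.7% and 5.17% of the peaks exceeded the Lep peak. With p of at most 1e-05 these were 43.5%, 23.8% and 5.21%.

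By the number of peaks and by summed −log10 p, chromosome 2 ranked 1 and chromosome 4 ranked 2. By the largest −log10 p they ranked 1 and 12, per annotated gene 9 and 1, by promoter peaks per Mb 8 and 5, and by distal peaks per Mb 11 and 1. Chromosome 11 ranked 1 in peaks per Mb under every threshold and 1 by promoter peaks per Mb, but 6 by number of peaks, 5 by summed −log10 p, 7 by the largest −log10 p, 4 per annotated gene and 18 by distal peaks per Mb, so its first place does not hold for distal peaks. The cause was not tested.

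The share of peaks near a TSS was 42.7% from any base of the peak, 36.7% for protein-coding TSSs, 46.5% within 2 kb and 49.9% within 3 kb. Over random placements the ratio was 4.13 within 2 kb, 3.17 within 3 kb and 9.31 for protein-coding TSSs, so it stayed above 1 in each. The share of peaks above the Lep peak was 5.55% among promoter peaks. Among peaks with a recovered value it was 1.19% by pileup and 4.29% by fold enrichment. If every peak without a recovered value were larger, these would be 6.85% and 9.77%. From the TSS of the other Lep transcript the midpoint is at -5310 bp. With a window of 3 kb, 36.8% of developmental (29.8% to 44.1%), 46.7% of nervous system (40.3% to 53.2%), 30.3% of cell maintenance (23.7% to 37.7%) and 1.76% of sensory receptor genes had a peak, against 28.5% of all protein-coding genes. The intervals of the developmental and nervous system families lie above that share, unlike within 1 kb. Random lists were not drawn for this window, and neither the number of TSSs per gene nor CpG ratio was taken into account there.

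The C/EBP motif share at midpoints over that in flanks was 0.540 with 50 bp each side, 0.659 with 250 bp, 0.540 with the looser motif and 0.660 with flanks at 500 bp. The stricter motif gave 0.833, with an interval of 0.294 to 2.36 from few matches. Against promoters without a peak matched on GC content it was 1.02 (0.874 to 1.18). The SP1 ratio, 5.27 (4.98 to 5.58) as set, was 5.58 with 50 bp, 3.84 with 250 bp and 2.99 with the longer motif, and reversed to 0.834 against GC-matched promoters. The AP-2 ratio, 4.25 (3.99 to 4.53) as set, was 4.42 with 50 bp, 3.07 with 250 bp and 1.10 against those promoters. For peaks over 1 kb from a TSS against GC-matched places without a peak, the C/EBP ratio was 0.818 (0.751 to 0.891), the SP1 ratio 1.15 (1.05 to 1.25) and the AP-2 ratio 1.28 (1.17 to 1.40). The matched promoters differ from the flanks in GC content, 66.2% against 45.2%. Beyond that the cause was not tested.

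The alternative with the study's annotation in place of the nearest TSS was not run on the whole list, since part of that annotation was used, and protein-coding genes were already the background for families. The few fragments behind a typical peak limit any statement on single weak peaks.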

Differences from the paper's values

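The largest p-value of a peak in the deposited list is 0.000849, against the paper's stated setting of 1e-05. In the list 2182 peaks (15.5%) have a −log10 p under 5. Of the alternatives set before the data were examined, at least 5-fold enrichment left a largest p-value of 1.58e-07, so none of those peaks exceeds the setting, and p of at most 1e-05 leaves none by construction. With q of at most 0.01 the largest was 1.12e-05, still slightly above the setting, and with q of at most 0.05 it was 0.000112, which did not close the gap.

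The paper names chromosomes 2 and 4 as the most enriched and does not state the measure, so a difference depends on how this is read. By number of peaks they rank 1 and 2, and by peaks per Mb they rank 10 and 3, with chromosome 11 first at 7.49 peaks per Mb.

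The methods give as the TET2 peak at leptin an interval that matches the Lep gene. The deposited peak at this promoter runs from 29059811 to 29060493 on chromosome 6, which is 683 bp.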

Other observations

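The tests in this part were set before their results were seen, with 4 exceptions: the measure for CpG-poor promoters was changed to a single TSS per gene after a first count had been seen, the rule that decides that test was changed after its values had been seen, and the lists matched on CpG ratio and the GC-matched control for peaks over 1 kb from a TSS were added later.

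Of 21 genes the paper names, 7 have a promoter peak: Lep, Lepr, Tet3, Ucp1, Prdm16, Rplp0 and Actb. A promoter peak here has its midpoint within 1 kb of any annotated TSS of the gene. For Tet3, Prdm16 and Actb that TSS lies inside the gene, away from its outermost start. The Prdm16 peak runs from 154347753 to 154348271, while the gene, on the minus strand, starts at 154636873. The −log10 p is 11.2 for Lep, 7.92 for Lepr, 6.04 for Tet3, 5.07 for Ucp1, 10.9 for Prdm16, 8.64 for Rplp0 and 11.3 for Actb. Cebpa, Pparg, Adipoq and Fabp4 have none, Tet2 has a peak in the gene 14626 bp from the nearest TSS, and Adrb3 has a peak with its midpoint 1054 bp from a TSS. Of 20 adipocyte genes listed beforehand, 4 had a promoter peak (20.0%, exact 95% binomial interval 5.73% to 43.7%), which is not distinguishable from the 24.6% of all protein-coding genes.

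The share of promoters with a peak rises with the ratio of observed to expected CpG within 500 bp of the TSS. It is 39.6% (38.3% to 40.8%) for ratios from 0.75 and 1.75% (1.44% to 2.11%) for ratios under 0.25, where random placements gave 1.12% on average and at most 1.55%. In the first count, over any TSS of the gene, the latter share was 5.79% (5.22% to 6.41%), where random placements gave 1.99% on average and at most 2.55%. By either measure the share of CpG-poor promoters with a peak is above that of every random placement. The CpG ratio covers 500 bp each side of the TSS, while a peak counts within 1 kb. A peak on CpG-rich sequence outside the measured window thus counts for a CpG-poor promoter. The test therefore cannot decide whether CpG content is the whole cause of the large promoter share of the list. The earlier rule set the lower end of the interval against the highest placement. Under it the single TSS measure was not above the placements (1.44% against 1.55%) and the test had been read as a fit. The count over any TSS is above them under both rules (5.22% against 2.55%). That count also includes TSSs whose own CpG ratio was not measured. Whether CpG content is the whole cause or part of it, given the steep rise, stays open. Neither chromatin openness nor read mappability was tested. Against random lists matched on CpG ratio, the developmental families (27.6% with a promoter peak against 31.1% on average) were higher than in 12.5% of the lists, the nervous system families (29.3% against 26.2%) than in 86.1% and the cell maintenance families (27.5% against 35.4%) than in 0.690%. The sensory receptor families (0.704% against 4.64%) were below every list.

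Chromosome X has 0.272 times the peaks per Mb of the autosomes. Fewer CpG-rich promoters do not account for all of it, since CpG-rich promoters on X had a peak in 17.5% of 228 cases (12.8% to 23.1%) against 40.1% of 9513 on the autosomes, a ratio of 0.438. The reporting summary states in general that the mice were male, so a single copy of X in the cells could lower its fragments. Keeping each fragment of the autosomal peaks with a probability of 0.5 would leave an expected 27.8%, above the interval on X, which by the criterion set beforehand speaks against a single copy as the whole cause. That value is simulated from peaks already called, whose pileups are raised by selection, by an amount not estimated, so a single copy of X as the whole cause and further causes cannot be told apart.

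Recruitment by C/EBP across the list would raise the motif share at midpoints above both controls. It was 8.72% at midpoints and 14.5% in the flanks, which have a lower GC content. For 5819 promoter peaks it was 6.26%, and 4712 of them could be matched on GC content to promoters without a peak. The matched promoter peaks had 6.81% against 6.71%, a ratio of 1.02 (0.874 to 1.18). Of the 8279 peaks over 1 kb from a TSS, 7730 could be matched on GC content to places away from TSSs and peaks, and their share was 10.8% against 13.2%, a ratio of 0.818 (0.751 to 0.891). Neither group of peaks has the excess that recruitment across the list needs. This says nothing on the single site at Lep, and a short consensus is a weak measure of binding.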
